# Transcriptomics Reveal Molecular Differences in Equine Oocytes Vitrified before and after In Vitro Maturation

**DOI:** 10.3390/ijms24086915

**Published:** 2023-04-07

**Authors:** Daniel Angel-Velez, Tim Meese, Mohamed Hedia, Andrea Fernandez-Montoro, Tine De Coster, Osvaldo Bogado Pascottini, Filip Van Nieuwerburgh, Jan Govaere, Ann Van Soom, Krishna Pavani, Katrien Smits

**Keywords:** cryopreservation, horse oocyte, RNA sequencing

## Abstract

In the last decade, in vitro embryo production in horses has become an established clinical practice, but blastocyst rates from vitrified equine oocytes remain low. Cryopreservation impairs the oocyte developmental potential, which may be reflected in the messenger RNA (mRNA) profile. Therefore, this study aimed to compare the transcriptome profiles of metaphase II equine oocytes vitrified before and after in vitro maturation. To do so, three groups were analyzed with RNA sequencing: (1) fresh in vitro matured oocytes as a control (FR), (2) oocytes vitrified after in vitro maturation (VMAT), and (3) oocytes vitrified immature, warmed, and in vitro matured (VIM). In comparison with fresh oocytes, VIM resulted in 46 differentially expressed (DE) genes (14 upregulated and 32 downregulated), while VMAT showed 36 DE genes (18 in each category). A comparison of VIM vs. VMAT resulted in 44 DE genes (20 upregulated and 24 downregulated). Pathway analyses highlighted cytoskeleton, spindle formation, and calcium and cation ion transport and homeostasis as the main affected pathways in vitrified oocytes. The vitrification of in vitro matured oocytes presented subtle advantages in terms of the mRNA profile over the vitrification of immature oocytes. Therefore, this study provides a new perspective for understanding the impact of vitrification on equine oocytes and can be the basis for further improvements in the efficiency of equine oocyte vitrification.

## 1. Introduction

Effective equine oocyte cryopreservation has great potential for basic research and commercial applications [1]. Healthy foals have been produced from vitrified-warmed oocytes in horses [2,3], but the formation of blastocysts and the production of live offspring from vitrified and warmed oocytes is not yet efficient [4,5,6,7,8]. Oocytes can be vitrified either at the immature or mature stage. In humans, oocyte vitrification is routinely performed with in vivo matured oocytes, collected after hormone stimulation, resulting in similar clinical outcomes between fresh and vitrified oocytes [9,10]. However, if vitrification is performed before [3,7,11,12,13,14] or after in vitro maturation [6,15,16,17,18], the developmental capacity of oocytes in both humans and domestic animals is affected. Whether vitrification should preferentially be performed before or after in vitro maturation remains controversial and is potentially influenced by species-specific differences. In cattle, a higher cleavage rate was achieved after the vitrification of in vitro matured oocytes compared to vitrified immature oocytes [19,20], but blastocysts and calves have been obtained after the vitrification of both immature and mature oocytes [21,22,23,24,25]. In pigs, immature oocytes are also more sensitive to cryopreservation than oocytes in the metaphase II (MII) stage [26]. However, in goats, oocytes in the germinal vesicle (GV) stage enclosed by compact cumulus cells were more tolerant to cryopreservation than oocytes vitrified after in vitro maturation with and without cumulus cells [27].

In the horse, using in vivo matured oocytes for oocyte vitrification leads to the best developmental outcome (40% blastocyst rate) [28]. However, the application potential of this method is limited because superovulation is ineffective in horses [2,29]. As a consequence, most research on equine oocyte cryopreservation has been performed with immature oocytes, but the results have been poor [4,5,6,7,30]. Only a few studies have evaluated the vitrification outcome after in vitro maturation, but the results have not been satisfactory either [6,31]. Therefore, in the horse, the ideal meiotic stage for cryopreservation remains to be determined.

Low embryo development rates from vitrified-warmed oocytes may be associated with damage to several oocyte components, including the cytoskeleton, organelles, and cell membrane [8,32,33,34,35]. When oocytes are vitrified in MII, their spindles are sensitive to low temperatures and cryoprotective agents [36,37,38,39]. Theoretically, this damage can be avoided by vitrification of GV stage oocytes, as the spindle apparatus has not yet been formed at this stage [40]. However, oocytes vitrified at the immature stage must complete meiosis after warming, which may further influence oocyte competence. Many approaches, such as the use of antioxidants [8], ice-blockers [41], different mixtures of cryoprotectants [7,42], and an increased cooling rate [3] have been tried to optimize oocyte vitrification, but the achieved outcomes are still unsatisfactory. Different studies have reported differential expression in development-related genes after vitrification [43,44,45,46] and the transcriptomes of vitrified vs. fresh oocytes have been reported in humans [47,48,49], mice [50,51], cattle [52,53,54], and porcine [55]. To the best of our knowledge, no transcriptomics studies have been performed on the vitrified oocytes of horses.

The transition from oocyte via zygote until genome activation is primarily dependent on maternal RNAs and proteins that have been accumulated and stored in the cytoplasm during oocyte growth, a molecular process known as “molecular maturation” [56,57,58,59,60]. Before meiotic resumption, fully grown GV oocytes are transcriptionally silent until zygotic genome activation occurs after fertilization [61,62]. However, meiotic maturation and the oocyte-to-embryo transition require temporal changes in polyadenylation levels and selective degradation to maintain developmental competence [63,64,65,66]. Some of these molecular adaptation variations are related to oocyte quality [65,67]. Therefore, obtaining a better understanding of the molecular effects of oocyte vitrification would guide the modification of oocyte vitrification protocols to improve their efficiency. Unraveling the differences between fresh and vitrified oocytes before or after in vitro maturation might further help to elucidate which meiotic stage, GV or MII, is more suitable for vitrification.

The development of RNA sequencing (RNA-seq) enables the genome-wide analysis of the transcriptome in tissues or cells and is primarily used to quantify differences in gene expression related to biological processes [68]. RNA-seq can help to understand the effect of vitrification on crucial oocyte components and pathways. Here, we aimed to analyze the differences in the transcriptomes of fresh in vitro matured oocytes and in vitro matured oocytes vitrified before and after in vitro maturation. Our results contribute to the understanding of the mRNA profiles of oocytes undergoing vitrification at different meiotic stages, highlighting the cytoskeleton, spindle formation, calcium and cation ion transport, and homeostasis as the main affected pathways and indicating a potential advantage at the molecular level of vitrification after in vitro maturation.

## 2. Results

### 2.1. Vitrification Impairs Oocyte Survival and Maturation

We compared the transcriptome profile from three groups of equine in vitro matured oocytes: (1) fresh in vitro matured oocytes as a control (FR), (2) oocytes vitrified after in vitro maturation (VMAT), and (3) oocytes vitrified immature, warmed, and in vitro matured (VIM) (Figure 1). 

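Messenger RNA from pools of in vitro matured horse oocytes was sequenced in these 3 groups, with 4 VIM, 3 VMAT and 5 FR samples in the files. The paper's methods give pools of 15 to 32 oocytes per sample and 1 VMAT sample that the authors removed. The authors trimmed the reads, mapped them to EquCab3.0, processed unique molecular identifiers, counted reads per gene and divided the counts of each sample by its DESeq2 size factor. The deposited normalized counts listed 11425 genes by their Ensembl identifier, of which 16 were at 0 in every sample. Within each sample the normalized counts were whole multiples of a single step, so 100.0% of them could be turned back into whole reads. For each comparison, only the samples of both groups were used, and a gene was tested when its normalized count was above 0 in at least as many samples as the smaller group had. The tests were made with limma (linear model and eBayes with trend) on log2 of the normalized count plus 1. A gene was called DE at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. Fold changes are those of the first group named over the second. For single genes, an exact two-sided permutation test compared the difference between mean log2 values with that under every split of the samples. The files gave no gene positions, which were not analysed here.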

Survival and maturation rates were compared for all groups. FR and VMAT oocytes underwent in vitro maturation together, resulting in significantly higher maturation rates, compared to VIM (*p* = 0.0004; Figure 2, Supplementary Table S1). The survival rate (i.e., intact oolema after warming) was higher for VIM than for VMAT (*p* = 0.0004; Figure 2, Supplementary Table S1). However, as oolema assessment is difficult in immature cumulus-oocyte complexes (COCs) due to the presence of cumulus cells, and degeneration may not be perceived clearly, a final efficiency (oocytes stored for transcriptomics/initial number of oocytes) was compared. The final efficiency for VIM was lower than for FR (*p* = 0.0007) and similar to that of VMAT (*p* = 0.1879). The efficiency of VMAT was not significantly different from that of FR (*p* = 0.0954; Figure 2, Supplementary Table S1).

### 2.2. Vitrification of Immature and Mature Oocytes Affects the mRNA Profile

On average, 23 oocytes were pooled per replicate. Each sample contained an average of 31 million reads, with a standard deviation of 22 million reads. 

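After the authors' processing, between 1636620 and 12166950 reads per sample were counted on genes, with a median of 2899468. VIM samples had 2123138 to 3930366 reads and FR samples 2740837 to 4715119, whereas the VMAT samples had 1636620, 12166950 and 2447215. The size factors by which the authors divided the counts ran from 0.321 in VMAT replicate 1 to 7.99 in VMAT replicate 2. A normalized count above 0 was found for 5470 to 9504 genes per sample, with a median of 6553 genes. The smallest amount that was counted as detectable, 3 reads, corresponded to a normalized count of 0.376 in VMAT replicate 2 and of 9.34 in VMAT replicate 1. Such floors cover counting error only. The 10 genes with the most reads took 9.04% to 12.8% of the reads of a sample. Across genes, which are not independent replicates, Pearson's r between the log2 values of samples of the same group was between 0.616 and 0.65 over 19 pairs of samples. Between the counts of any 2 samples of a group, chi-square per degree of freedom was at least 297, so none of them were the same library counted again.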

On average, 88% of the reads were uniquely mapped to the reference genome (Equus caballus (EquCab3.0, release 108)) by STAR 2.7.10b. Differential expression categorization (i.e., up or downregulation) is associated with the first factor in the comparison. A total of 112 genes were differentially expressed (DE) in all three comparisons (VIM vs. FR; VMAT vs. FR; and VIM vs. VMAT). 

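With limma, 0 genes passed both thresholds over the 3 comparisons. The number of genes at an unadjusted p under 0.05 was 278 of 7351 genes tested in VIM vs. FR, 301 of 8305 in VMAT vs. FR and 227 of 7627 in VIM vs. VMAT. The smallest Benjamini-Hochberg adjusted p from limma was 0.902 in VIM vs. FR, 0.95 in VMAT vs. FR and 0.967 in VIM vs. VMAT. The alternative that moved the total most was DESeq2 on the recovered reads, with 923 DE genes over the 3 comparisons.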

Vitrification modified the transcriptome since 78 genes were DE between vitrified (VIM and VMAT) and fresh (FR) oocytes. 

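Adding the calls of VIM vs. FR and VMAT vs. FR gave 0 genes DE against fresh oocytes with limma, and 767 genes with DESeq2 on the recovered reads. The genes that the paper marks as DE in Supplementary File S1 were 46 in VIM vs. FR and 36 in VMAT vs. FR, and all of them were among the genes tested. In limma, 46 of the former and 36 of the latter changed in the direction given in that file. An unadjusted p under 0.05 was reached by 32 of the former and 20 of the latter. Adjusted over these lists alone, 20 and 14 genes had a p of at most 0.05, against 0 when adjusted over all genes tested. Since the lists were drawn from the same samples, these counts show no stability. From the genes DE between vitrified and fresh oocytes, the paper concludes that vitrification modified the transcriptome.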

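In VIM vs. FR, the genes with the smallest p in limma were TOMM70 and TM9SF4 (ENSECAG00000000547). The normalized count of TM9SF4 was 3.64 ± 2.04 (SD, n = 4) in VIM and 429 ± 77.7 (SD, n = 5) in FR, and the recovered reads were 2 to 4 in VIM and 381 to 873 in FR. Its log2 fold change was -6.61 (standard error 1.67), with an adjusted p of 0.902 in limma and of 3.5e-08 in DESeq2 on the recovered reads. No VIM sample reached the lowest FR sample, but the gene was chosen for its small p among 7351 genes, so this separation shows no stability. In VMAT vs. FR, the smallest p belonged to ENSECAG00000012041, a gene without a name in the files, and REEP3. The former had a normalized count of 0.769 ± 0.666 (SD, n = 3) in VMAT and 495 ± 372 (SD, n = 5) in FR. Its log2 fold change was -7.60 (standard error 2.07), with an adjusted p of 0.95 in limma and of 2.1e-05 in DESeq2 on the recovered reads. In VIM, 1 library held it at 1250 and the other libraries at 0 to 1.96.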

We identified 46 DE genes (14 upregulated and 32 downregulated) in VIM compared with FR (Supplementary File S1, Figure 3) and 36 genes were DE in VMAT (18 upregulated and 18 downregulated) compared to FR (Supplementary File S1, Figure 3). 

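In VIM vs. VMAT, the genes with the smallest p in limma were REEP3 and TFDP2 (ENSECAG00000021725). The normalized count of TFDP2 was 1545 ± 717 (SD, n = 4) in VIM and 160 ± 261 (SD, n = 3) in VMAT. Its log2 fold change was 5.46 (standard error 1.57), with an adjusted p of 0.967 in limma and of 0.0526 in DESeq2 on the recovered reads. Every VIM sample was above every VMAT sample, which shows no stability, since the gene was chosen for its small p. The VMAT samples held 3 to 3689 reads of TFDP2, and 1 of them was above 30 reads. The VIM samples held 624 to 2575 reads, so the separation held only after division by the size factors. DESeq2 on the recovered reads called 300 genes DE in this comparison, 129 higher and 171 lower in VIM.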

Finally, a comparison between the two vitrified groups (VIM vs. VMAT) resulted in 44 DE genes (20 upregulated and 24 downregulated) (Supplementary File S1, Figure 3). Common DE genes among the groups are summarized in Figure 3A. We identified four DE genes for both vitrified groups compared to the fresh control oocytes. Three of them are downregulated in both vitrified groups (G3BP2: G3BP Stress Granule Assembly Factor 2, TOMM70: translocase of outer mitochondrial membrane 70, and RCAN3: RCAN family member 3) and one is upregulated (COMMD10: COMM Domain Containing 10). Similarly, four DE genes are common among VIM vs. VMAT and VMAT vs. FR. 

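TOMM70 (ENSECAG00000015142) had a normalized count of 788 ± 347 (SD, n = 4) in VIM, 189 ± 269 (SD, n = 3) in VMAT and 4.38 ± 0.981 (SD, n = 5) in FR. Its log2 fold change was 7.11 (standard error 1.74, limma adjusted p = 0.902) in VIM vs. FR and 3.78 (standard error 2.48, limma adjusted p = 0.95) in VMAT vs. FR. All vitrified samples were above all FR samples for this gene, but VMAT replicate 1 held only 4 reads of it, against 4 to 10 reads in the FR samples, and was above them only after division by its size factor. G3BP2 (ENSECAG00000007917) was at 363 ± 360 in VIM, 253 ± 299 in VMAT and 6.95 ± 10.2 in FR, with log2 fold changes of 4.58 and 4.30 against FR. RCAN3 (ENSECAG00000020134) was at 338 ± 285, 266 ± 268 and 6.51 ± 7.36 in the same order, with log2 fold changes of 4.57 and 4.15. COMMD10 (ENSECAG00000008378) was at 3.31 ± 2.02 in VIM, 2.51 ± 1.43 in VMAT and 369 ± 304 in FR, and its log2 fold changes were -5.60 and -5.83. For G3BP2 and RCAN3, VIM replicate 2 and VMAT replicate 1 had only 2 or 3 reads, close to the FR samples. Over the 29 tests of a gene the paper names in a comparison, the smallest exact two-sided permutation p after Benjamini-Hochberg adjustment was 0.072, and the 4 genes reached it in both comparisons. With DESeq2 on the recovered reads, the adjusted p in VIM vs. FR was 7.6e-14 for TOMM70, 0.0033 for G3BP2, 0.00221 for RCAN3 and 8.2e-05 for COMMD10.

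**Figure D1:**
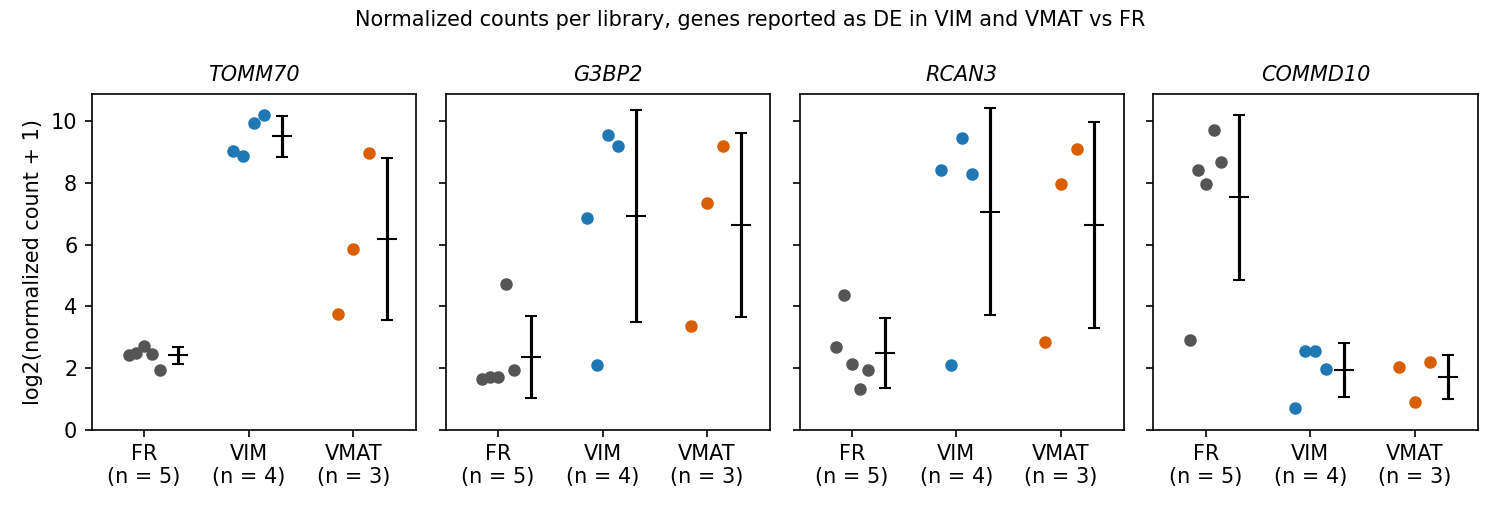
Log2 of the normalized count plus 1 of TOMM70, G3BP2, RCAN3 and COMMD10 (vertical axis, log2 scale) in each FR, VIM and VMAT library (points), with the mean and SD of each group (bars). The VIM libraries have TOMM70 between 8.88 and 10.2 and the FR libraries between 1.95 and 2.72, whereas COMMD10 is between 0.69 and 2.56 in the VIM libraries and between 2.90 and 9.71 in the FR libraries.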

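REEP3 (ENSECAG00000019662) had a normalized count of 1682 ± 1364 (SD, n = 3) in VMAT, 4.31 ± 1.41 (SD, n = 4) in VIM and 29.5 ± 59.7 (SD, n = 5) in FR. Its log2 fold change was 7.47 (standard error 2.04) in VMAT vs. FR and -8.02 (standard error 2.31) in VIM vs. VMAT. All 3 VMAT samples, at 1006 to 5070 reads, were above every sample of the other groups. CALCOCO2 (ENSECAG00000015498) was at 340 ± 396 in VMAT, 8.16 ± 10.8 in VIM and 5.20 ± 5.81 in FR, with log2 fold changes of 4.77 in VMAT vs. FR and -4.53 in VIM vs. VMAT. For TRAF6 (ENSECAG00000021091), the normalized count was 4.44 ± 1.94 in VMAT and 387 ± 545 in FR, and the log2 fold change was -3.04 (standard error 2.57) in VMAT vs. FR and 3.16 (standard error 2.88) in VIM vs. VMAT. DOCK8 (ENSECAG00000011917) was at 2.72 ± 1.39 in VMAT and 251 ± 454 in FR, and its log2 fold change was -2.88 (standard error 2.63) in VMAT vs. FR and 4.87 (standard error 2.75) in VIM vs. VMAT. TRAF6 and DOCK8 were above 30 reads in 2 of the 5 FR samples each. A difference against FR at least as large also arose in other splits of the samples (exact two-sided permutation test, p = 0.268 for both). With DESeq2 on the recovered reads, the adjusted p in VMAT vs. FR was 0.0185 for TRAF6 and 0.0223 for DOCK8.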

Two of those, REEP3: receptor accessory protein 3 and CALCOCO2: calcium binding and coiled-coil domain 2, were upregulated in both comparisons, while TRAF6: TNF receptor-associated factor 6 and DOCK8: dedicator of cytokinesis 8 were downregulated. 

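The means of STK24 (ENSECAG00000007682), REEP6 (ENSECAG00000033446), BFAR (ENSECAG00000016920), CEP20 (ENSECAG00000016999), ZNF638 (ENSECAG00000007715) and ENSECAG00000017318 were lower in VIM than in FR, and also lower than in VMAT. The limma adjusted p was 0.902 against FR and 0.967 against VMAT for each gene. Unadjusted p of the exact two-sided permutation test ran from 0.00794 (ZNF638) to 0.0952 (STK24) against FR. Against VMAT it ran from 0.0286 (BFAR) to 0.171 (REEP6). VMAT replicate 1 held only 2 reads of STK24 and 3 of CEP20, and VMAT replicate 3 only 3 of REEP6. The largest change against FR was that of ZNF638, with a normalized count of 11.6 ± 12.4 (SD, n = 4) in VIM, 432 ± 332 (SD, n = 5) in FR and 634 ± 578 (SD, n = 3) in VMAT. Its log2 fold change was -5.16 (standard error 1.64) in VIM vs. FR and -4.76 (standard error 2.53) in VIM vs. VMAT. For ENSECAG00000017318, at 200 ± 140 in VIM, 2307 ± 1510 in FR and 3201 ± 3794 in VMAT, the log2 fold change was -3.39 in both comparisons. STK24, REEP6, BFAR and CEP20 had log2 fold changes of -3.98, -4.19, -3.75 and -4.28 in VIM vs. FR and of -4.10, -3.69, -4.76 and -3.96 in VIM vs. VMAT. FR replicate 1 held REEP6 at a normalized count of 2.16 and FR replicate 3 held BFAR at 6.72, below the other FR samples. ZNF638 was the only one of these genes for which all VIM samples were below all FR samples, and BFAR the only one for which all VIM samples were below all VMAT samples.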

Finally, in the comparisons of VIM vs. VMAT and VIM vs. FR, six DE genes (STK24: serine/threonine kinase 24, REEP6: receptor accessory protein 6, BFAR: bifunctional apoptosis regulator, CEP20: bifunctional apoptosis regulator, ZNF638: zinc finger protein 638, and a novel gene ENSECAG00000017318) were common and were all downregulated in VIM vs. FR and upregulated in VIM vs. VMAT.

### 2.3. Vitrification Affects Pathways Involved in Oocyte Development

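Sets of genes were tested with the PADOG score, which weights a gene by how few sets hold it, against scores under relabelled samples. The sets were the 556 biological process GO sets of Supplementary File S2 with a complete list of members and at least 5 members among the genes tested, and they held 985 genes. The paper's p in VIM vs. FR was at most 0.736 for the sets that could be read, so sets with a larger p may be missing. The number of sets expected by chance does not allow for that. In VIM vs. FR, 20 sets had a permutation p of at most 0.05 over 100 relabellings, against 27.8 expected by chance, and the smallest Benjamini-Hochberg adjusted p over the sets was 0.927. With 100 relabellings, an adjusted p of 0.05 needs 112 sets at the smallest permutation p, so the adjusted p could hardly pass. The alternative that moved this count most was leaving out FR replicate 2, with 10 sets. The permutation p was 0.01, the smallest p that 100 relabellings give, for MAPK cascade (13 genes). It was 0.07 for response to unfolded protein, 0.08 for calcium ion transport, 0.15 for calcium ion homeostasis, 0.21 for Arp2/3 complex-mediated actin nucleation and 0.34 for microtubule organizing center organization. Actin cytoskeleton organization was not analysed here, since its list of members was not complete.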

The SimplifyEnrichment analysis of VIM vs. FR identified that the predominant pathways affected in biological functions were cytoskeleton organization and assembly, mitogen-activated protein kinase (MAPK) unfolded cascade stimulus, and calcium ion transport and signaling (Figure 4A), cilium projection was the most important as a cellular component (Supplementary Figure S1A), and binding in molecular function (Supplementary Figure S2A). A comparison of VMAT vs. FR revealed GO clusters enriched in ubiquitination, calcium and cation ion transport and homeostasis, spindle formation for biological function (Figure 4B), spindle and nuclear complex for cellular component (Supplementary Figure S1B), and cation ion transporter for molecular function (Supplementary Figure S2B). 

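In VMAT vs. FR, 27 of the same sets had a permutation p of at most 0.05 over all 56 relabellings, against 19.9 expected by chance. The smallest adjusted p over the sets was 0.735, and 199 sets at the smallest permutation p would be needed for 0.05. Protein monoubiquitination had a permutation p of 0.0357, with 10 genes and a score of 2.49. With each sample left out in turn, its permutation p lay between 0.0286 and 0.143 and was at most 0.05 only without FR replicate 2. The permutation p was 0.0536 with the pseudocount of 10 and 0.0179 with a normalized count of at least 10. With limma camera, with or without the replicate block, the set had no p of at most 0.05. Cation homeostasis had a permutation p of 0.143, divalent inorganic cation homeostasis one of 0.232, calcium ion transport one of 0.321 and calcium ion homeostasis one of 0.339. For spindle organization (24 genes), the permutation p was 0.589.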

Finally, the comparison between both vitrified groups (VIM vs. VMAT) indicated altered pathways involved in calcium and cation ion transport and homeostasis, actin depolymerization, transcription, and cell cycle regulation for biological function (Figure 4C), the mitochondria and DNA polymerase complex for the cellular component (Supplementary Figure S1C) and exonuclease, ion transport, and kinase activity in molecular function (Supplementary Figure S2C).

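Between VIM and VMAT, 35 sets had a permutation p of at most 0.05, against 15.9 expected by chance from the 35 relabellings, and the smallest adjusted p over the sets was 0.454, where 318 sets at the smallest permutation p would be needed for 0.05. Calcium ion transport, calcium ion homeostasis, divalent inorganic cation homeostasis, cation homeostasis and MAPK cascade each had the smallest permutation p that the samples allow, 0.0286. Their scores were 3.92, 2.99, 3.14, 1.67 and 1.72, and they held 6, 7, 9, 17 and 13 genes. Sets can share genes, so these are not independent results, and their overlap was not counted. The permutation p was 0.571 for regulation of protein depolymerization, 0.314 for DNA-templated transcription, initiation and 0.714 for mitotic cell cycle checkpoint signaling. With limma camera, which tests for a shift of a set in one direction, 8 of these 35 sets had a p of at most 0.05. MAPK cascade was among them, and the 4 calcium and cation sets were not.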

## 3. Discussion

Oocyte cryopreservation reduces the potential for embryonic development in mammals [7,69,70,71], and although different approaches have attempted to improve vitrification efficiency [3,5,7,8,41,42], we still lack a comprehensive understanding of the effect of vitrification on the equine oocyte. This study uses the advantages of RNA sequencing to provide novel insights into the impact of vitrification on the equine oocyte and in the molecular variations that occur depending on whether vitrification occurs at the immature or mature stage.

It is well known that de novo mRNA synthesis ceases with the growth of the oocyte and that fully grown oocytes are transcriptionally silent [56,57,58,59,60,62]. However, in vitro maturation [65,72], or specific treatments such as vitrification, can be associated with modifications in the mRNA profile [51,52,53,55]. These alterations are linked to the degradation and polyadenylation of maternal RNA, which influence gene and protein expression [65,73]. The developmental competence of the oocyte depends on a well-orchestrated combination of storage and degradation of RNA, in which both over- or under-degradation may affect embryonic development [63,64]. Oocyte vitrification has been mainly linked with the downregulation of mRNAs [48,50,52,53], which might be correlated with the decrease in stored mRNA found in human oocytes after vitrification [74]. This is in line with our results for the VIM group, but not for VMAT, in which an equal number of mRNAs were up- and downregulated, compared to the fresh control group. 

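With limma, 0 genes were DE in VIM vs. FR and 0 in VMAT vs. FR, with 278 and 301 genes at an unadjusted p under 0.05. Among the genes that DESeq2 called DE on the recovered reads, 175 were upregulated and 333 downregulated in VIM vs. FR, and 181 were upregulated and 176 downregulated in VMAT vs. FR. With only the genes above 0 in every sample, an alternative chosen after seeing the values, the counts were 42 and 57 in VIM vs. FR and 33 and 35 in VMAT vs. FR. Division by size factors centres the typical fold change near 0, so a change in the total amount of mRNA cannot be read from these values.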

Importantly, the “up- or downregulation” of mRNAs does not necessarily reflect the functional effect of these mRNAs. It may be that the “downregulation” of mRNA, representing the observation of a lower number of copies of this mRNA at that moment in that treatment group, is actually caused by increased translation to the corresponding protein.

According to our findings, the mRNA profile of equine oocytes was altered by vitrification, with a total of 78 DE genes when comparing all vitrified oocytes with the fresh control group. Comparisons in humans and mice between fresh and vitrified in vivo MII oocytes resulted in pronounced discrepancies between studies. Whereas a first study in mice [51] showed minor or no changes in the transcriptome, a recent study reported 4747 DE genes [50]. Similarly, in humans, Monzo et al. (2012) [48] found 608 DE genes using GeneChip arrays, and later, Huo et al. (2021) [75] and Barberet et al. (2022) [49] found notable differences, with a total of 1987 and 108 DE genes, respectively, using single-cell RNA-seq. In pigs and cattle, comparisons were made between fresh in vitro matured and oocytes vitrified at the GV stage followed by in vitro maturation. While 37 genes were DE in swine [55], in cattle, the DE genes varied from 52 [52] up to 609 [54]. Remarkably, the latter study by Zhang et al. (2020) [54] demonstrated the importance of the vitrification protocol, showing that only changing the temperature and the concentration of cryoprotectants dramatically altered the gene expression profiles, ranging from 218 to 609 DE genes for the different treatments, indicating the potential to reduce the detrimental impact of the vitrification procedure by protocol optimization. Comparing different studies of the same species only revealed an alteration in a limited number of common genes. In humans, only seven DE genes were common in studies by Huo et al. (2021) [75] and Barberet et al. (2022) [49]. Additionally, they displayed an opposite variation of expression. In mice, only two DE genes were common, also with an opposite expression [50,51], and in cattle, no DE genes were common between the studies by Huang et al. (2018) [52], Wang et al. (2017) [53], and the 21 DE genes specified by Zhang et al. (2020) [54]. These discrepancies could be associated with the vitrification method, gene analysis technique (i.e., GeneChip arrays vs. RNA-seq assessment), and the number of oocytes analyzed (i.e., single cell vs. pool).

One of the most important factors that influence the vitrification outcome is the meiotic stage in which the oocyte is vitrified [1]. In our study, vitrification after in vitro maturation resulted in slightly less modification of the transcriptome: 36 DE genes were found in VMAT vs. FR while VIM vs. FR resulted in 46. This is in contrast with bovine studies where a more similar mRNA profile was found when vitrification was performed before instead of after in vitro maturation, with 53 DE genes [52] and 102 DE genes [53], respectively. However, those studies used different vitrification protocols which can affect the outcome [54]. 

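Of the genes tested, 3.78% in VIM vs. FR and 3.62% in VMAT vs. FR had an unadjusted p under 0.05 in limma. DESeq2 on the recovered reads called 508 genes DE in the former comparison and 357 in the latter. VIM had 4 samples and VMAT 3, and the difference between the comparisons was not tested.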

Only Gao et al. (2017) [51] directly compared the effect of vitrification at the mature vs. immature stage in mice. In this study, vitrification after in vivo maturation did not alter the transcriptome of the oocyte compared to fresh in vivo matured oocytes, while vitrification at the GV stage followed by in vitro maturation resulted in 18 DE genes compared to the fresh in vivo matured oocytes. The similarity in the transcriptomic profile among fresh and vitrified in vivo matured oocytes coincides with the favorable developmental results of the in vivo matured oocytes used for vitrification in humans [76] and horses [2,28]. Unfortunately, Gao et al. (2017) did not compare oocytes vitrified before and after in vitro maturation. In our study, the comparison between VMAT and VIM showed that vitrification at the MII stage may be preferential in horse oocytes, VIM is associated with the downregulation of developmentally important genes, including *TRAF6*: TNF receptor-associated factor 6, DOCK8: dedicator of cytokinesis 8, and LAMTOR1: late endosomal/lysosomal adaptor; MAPK and MTOR activator 1 Involvement in embryo development are documented by the association of TRAF6 with NF-κB-mediated transcription and apoptosis [77,78,79], while DOCK8 is crucial for cell migration during embryo development [80,81] and LAMTOR1 regulates several cellular processes including the organization and remodeling of cytoskeletal dynamics, regulation of cell cycle progression, cell polarity and migration, gene expression, and cell survival [82,83].

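LAMTOR1 (ENSECAG00000022080) had a normalized count of 225 ± 180 (SD, n = 4) in VIM, 5.10 ± 3.08 (SD, n = 3) in VMAT and 137 ± 205 (SD, n = 5) in FR. Its log2 fold change in VIM vs. VMAT was 4.96 (standard error 2.48, limma adjusted p = 0.967), and every VIM sample was above every VMAT sample. VMAT replicate 2 held 69 reads of LAMTOR1 and VIM replicate 2 only 42, so this separation held only after division by the size factors. It shows no stability, since the paper chose the gene from the same samples. TRAF6 was at 339 ± 481 in VIM, with more than 30 reads in 2 of 4 samples. A difference from VMAT at least as large also arose in other splits of the samples (exact two-sided permutation test, p = 0.4). DOCK8 was at 277 ± 336 in VIM, with more than 30 reads in 3 of 4 samples (exact two-sided permutation test against VMAT, p = 0.0571). In DESeq2 on the recovered reads, the adjusted p for VIM vs. VMAT was 0.0137 for LAMTOR1, 0.0178 for TRAF6 and 0.00749 for DOCK8.

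**Figure D2:**
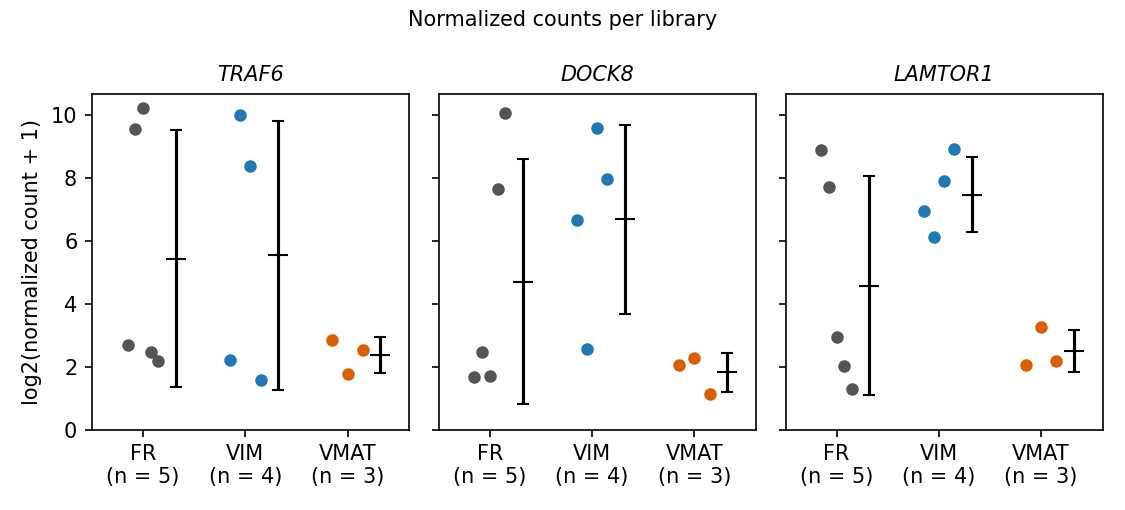
Log2 of the normalized count plus 1 of TRAF6, DOCK8 and LAMTOR1 (vertical axis, log2 scale) in each FR, VIM and VMAT library (points), with the mean and SD of each group (bars). LAMTOR1 is between 6.12 and 8.89 in the VIM libraries and between 2.04 and 3.27 in the VMAT libraries, and the FR libraries of all these genes fall into a high and a low group.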

Vitrification alters the mRNA profile, but it seems that no common transcriptomic signature associated with vitrification has been observed across studies, including ours. Yet, pathway enrichment analysis does indicate common pathways which are similarly affected in different studies across species. 

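Of the 16 GO sets chosen by the names of the pathways in the paper, 13 could be tested. A permutation p of at most 0.05 was found for 1 of them in VIM vs. FR, 1 in VMAT vs. FR and 5 in VIM vs. VMAT. Sets can share genes, so these counts are not of independent results. Spindle organization had a permutation p of 0.17 in VIM vs. FR. In VMAT vs. FR, the permutation p was 0.821 for Arp2/3 complex-mediated actin nucleation and 0.482 for microtubule organizing center organization.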

In our study, pathways related to the cytoskeleton and spindle formation, calcium transport, and homeostasis were altered in both vitrified groups. Vitrification at the GV stage additionally changed the mitogen-activated protein kinase (MAPK) pathway, which was also affected in vitrified mouse MII oocytes [50], and the vitrification of mature oocytes further revealed a disturbance of the ubiquitination pathway, as observed after MII vitrification in humans [48]. 

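The MAPK cascade set had a permutation p of 0.01 in VIM vs. FR and 0.0714 in VMAT vs. FR. With each sample left out in turn, the permutation p lay between 0.0286 and 0.143 in VIM vs. FR and between 0.0476 and 0.19 in VMAT vs. FR. With limma camera, with or without the replicate block, this set had a p of at most 0.05 in VMAT vs. FR and not in VIM vs. FR. In VIM vs. FR, protein monoubiquitination had a score of 2.14 and a permutation p of 0.08, and one of 0.0357 without VIM replicate 4. The differences of these sets between the comparisons were not tested.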

All the altered pathways in our study are directly related to the cell cycle, meiosis, and cell division [84,85,86], which are the main pathways distorted in vitrified oocytes in humans [75] and cows [52,53]. Other pathways related to mRNA and RNA catabolic processes and membrane-bound and intracellular organelles were affected after the vitrification of human [49] and bovine oocytes [53], which coincide with the clusters found in VIM vs. VMAT, where the metabolic process and transcription initiation in the biological function and the polymerase complex and organelle membrane in the cell component were affected. Remarkably, pathways related to calcium and ion transport, which were common in our three comparisons, have not been mentioned in other studies, except in cumulus cells after vitrification in porcine oocytes [55]. However, in cows, Ca^2+^ regulation genes, such as *CALM:* calmodulin, *SSRG:* Signal Sequence Receptor, Gamma, and *GPC5D:* G-Protein Coupled Receptor Family C Group 5 Member D, were downregulated in vitrified oocytes [53]. Regarding the pathways affected in the comparison of meiotic stages, important pathways required for acquiring developmental competence such as phosphorylation kinase, ion cation transport, and homeostasis as well as the mitotic checkpoint, mitochondrial inner membrane, and exonuclease activities were enriched in VIM vs. VMAT.

The similar efficiency in terms of the survival and maturation of VMAT and FR, the more disturbed transcriptome in VIM, and the favorable development and transcriptome profiles published after vitrification of in vivo matured oocytes suggest that vitrification after in vitro maturation may be preferential and that the optimization of in vivo-like maturation systems could be a key factor to further improve the results. Likewise, strategies to optimize oocyte vitrification could target the pathways mentioned above. Regarding horses, some research has been performed to improve the mitochondrial function with melatonin [8], but other approaches applied in other species, such as spindle-stabilizing molecules, i.e., cytochalasin B, paclitaxel, and docetaxel, in the culture and vitrification or warming media [87,88,89], or modifying calcium levels in the vitrification medium [90,91], may be promising alternatives for horse oocytes too.

Although this study describes for the first time the influence of vitrification on the mRNA profile of in vitro matured oocytes, showing that our findings are highly correlated with the known structural damage after vitrification, there are some limitations. Firstly, it has been demonstrated that the vitrification protocol affects the mRNA profile of the oocyte [54], and in our study, only one vitrification protocol was tested. Secondly, although oocytes are transcriptionally silent during in vitro maturation, the adenylation and degradation of maternal mRNA is a dynamic process [73,92], and we only evaluated the mRNA profile at a specific time-point (i.e., after 30 h of in vitro maturation). Therefore, some variation might be associated with the maturation process. Thirdly, all oocytes were collected post-mortem, and differences in developmental potential have been reported between oocytes derived from slaughterhouse ovaries vs. those collected by ovum pick-up in live animals [93]. Hence, these differences can also be reflected in the transcriptome and may be considered in further studies. Finally, further validation of our RNA-sequencing results by targeting specific genes or by functional validation will improve the biological relevance of our findings.

In conclusion, our results show that (1) vitrification before or after in vitro maturation influences the mRNA profile of equine oocytes in a different way, (2) pathways related to the cytoskeleton, spindle formation, calcium transport, and homeostasis are commonly affected in vitrified equine oocytes, and (3) vitrification after in vitro maturation provides subtle advantages in terms of the mRNA profile of developmentally important genes. However, to corroborate which meiotic stage is more suitable for vitrification, developmental experiments should be evaluated. This study contributes to the understanding of modifications in the mRNA profile in vitrified and in vitro matured oocytes and offers a basis for further improvements to the efficiency of equine oocyte vitrification.

## 4. Materials and Methods

### 4.1. Media and Reagents

Tissue Culture Medium-199 with Hanks’ salts and Tissue Culture Medium-199 with Earle’s salts and Phosphate-buffered saline (PBS) were obtained from Gibco™ Thermo Fisher Scientific (Waltham, MA, USA). All other chemicals not otherwise listed were purchased from Sigma-Aldrich (Diegem, Belgium). All media were filtered before use (0.22 µm filter, Pall Corporation, Ann Arbor, MI, USA).

### 4.2. Collection of Equine Immature Oocytes

Oocyte collection was performed as previously described [7]. Briefly, equine ovaries were obtained from a slaughterhouse and transported in an insulated box to the laboratory at room temperature. Follicles between 5 and 30 mm were aspirated with a vacuum pump (100 mm Hg), scraped with the aspirating needle, and flushed with a prewarmed flushing medium (Equiplus, Minitube, Tiefenbach, Germany). Follicular fluid was collected in sterilized glass bottles and transferred to 100/20 mm Petri dishes. All cumulus-oocyte complexes (COCs) were recovered, washed in Medium 199 with Hank’s salts (Gibco), and pipetted with a 200 µm denudation tip (EZ-tip, Origio, Vreeland, the Netherlands) to remove the outer cumulus cells, leaving the corona radiata. Then, COCs were randomly assigned to vitrification or in vitro maturation. Denuded, partially denuded, and clearly expanded COCs surrounded by a hyaluronan-rich matrix were excluded.

### 4.3. Oocyte Vitrification and Warming

The vitrification and warming process is based on the protocol described by Angel-Velez et al. (2021) [7]. Briefly, oocytes assigned to different vitrification treatments were transferred to 4 mL of base solution (BS), composed of medium 199 with Hank’s salts supplemented with 0.4% (*w*/*v*) bovine serum albumin (BSA) (A6003). Then, four to six oocytes at a time were washed and placed into two droplets of 100 µL of equilibration solution for 25 s. The equilibration solution is composed of BS with 10% (*v*/*v*) ethylene glycol (EG) (#102466) and 10% (*v*/*v*) propylene glycol (PG) (#P4347). Finally, oocytes were transferred to a 100 µL droplet of vitrification solution for 15 s, loaded onto a custom-made minimal volume (<1 µL) cryo-device, and plunged into liquid nitrogen. The time between the placement of oocytes in the vitrification solution and the immersion of the device into the liquid nitrogen was 30–45 s. The vitrification solution was composed of BS with 20% EG, 20% PG, and 0.5 mol/L of trehalose (T0167). Oocytes were loaded using a 200 µm pipette to minimize the volume surrounding the oocytes. For warming, the cryo-device was transferred for 5 min into 4 mL of warming solution 1 (W1), containing BS supplemented with 0.3 mol/L of trehalose. Then, all oocytes were moved to BS until the warming of all oocytes was completed.

### 4.4. In Vitro Maturation

Vitrified-warmed or fresh oocytes were matured in Medium 199 with Earl’s salts (Gibco) containing 10% (*v*/*v*) FBS (Gibco), 50 µg/mL gentamicin, 9.4 µg/mL follicle-stimulating hormone, and 1.88 µg/mL luteinizing hormone (Stimufol, Reprobiol, Ouffet, Belgium). In vitro maturation was performed in groups of 10–30 COCs in 500 µL maturation medium under paraffin oil (Cooper Surgical, Venlo, The Netherlands) at 38.5 °C and 5% CO_2_ in the air. After in vitro maturation or post-warming culture, the oocytes were completely denuded of cumulus using a solution of 0.1% hyaluronidase. Then, oocytes with an extruded polar body were washed in PBS and transferred with a minimum volume to an Eppendorf tube with 2 µL of lysis buffer (5 mM DL-Dithiothreitol (DTT, Molecular Grade, Promega, Madison, WI, USA), 250 units of ribonuclease inhibitor (RNasin^®^ Plus, Promega), and 5.36 M Nonylphenyl-polyethyleneglycol (IGEPAL^®^ CA-630, Sigma-Aldrich)) then snap frozen and stored at −80 °C for RNA extraction. Fresh oocytes and oocytes vitrified/warmed at the immature stage were cultured in in vitro maturation for 28 h and denuded; those with a polar body were kept for two more hours in in vitro maturation before storage. Oocytes vitrified at the MII stage were denuded and vitrified after 28 h of in vitro maturation, warmed, and kept in in vitro maturation for two more hours (post-warming culture) prior to sampling (Figure 1). Hence, all groups had 28 h of in vitro maturation with cumulus cells and 2 h to be denuded.

### 4.5. RNA Extraction and Sequencing

For each group (FR, VMAT, and VIM), total RNA was isolated from five replicates of an average of 23 pooled oocytes (range = 15 to 32) using the RNeasy Micro kit (Qiagen) according to the manufacturer’s protocol. The quality and concentration of the RNA samples were examined using an RNA 6000 Pico Chip (Agilent Technologies, Carlsbad, CA, USA) and a Quant-iT RiboGreen RNA assay kit (Life Technologies, Carlsbad, CA, USA), respectively. After the quality control for total RNA (RNA amount and RIN value), four samples from VIM and VMAT and five from FR were used for further analyses.

Transcriptome library preparation was performed by a QIAseq UPX 3′ transcriptome kit (Qiagen) according to the manufacturer’s instructions with 10 PCR cycles. The quality of the library preparation was checked with a high-sensitivity DNA chip (Agilent Technologies Inc., Santa Clara, CA, USA) and library quantification was performed by qPCR according to the Illumina qPCR quantification protocol (NXTGNT sequencing facility, Ghent, Belgium), followed by the equimolar pooling of libraries based on qPCR. Sequencing was performed on a high throughput Illumina NextSeq 500 flow cell with 20% PhiX spiked in (read 1: 57 cycles; read 2: 27 cycles; and index: 6 cycles).

First, the reads were trimmed with Trim Galore version 0.6.7. (https://github.com/FelixKrueger/TrimGalore, accessed on 7 July 2021) [94], to remove Illumina adapters, poly-A tails, and low-quality bases. The trimmed reads were mapped against the Equus caballus (EquCab3.00, release 108) reference genome using STAR software version 2.7.10b [95]. Unique molecular identifiers (UMIs) were used during the sequencing to characterize the expression levels more accurately and were processed with UMI-tools version 1.1.2 [96]. Finally, RSEM software, version 1.3.1 [97], was used to generate the count tables. The sequenced data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database, (https://www.ncbi.nlm.nih.gov/gds accessed on the 24 February 2023) with accession number GSE225950. One sample from the VMAT group was removed prior to the differential expression analysis because it had deviating quality control metrics (low RIN values, lowest concentration, and few reads).

### 4.6. Differential Gene Expression Analysis

Differential gene expression analysis between the control (FR), VIM, and VMAT group was performed with DESeq2 version 1.32 [98]. Before running DESeq2, only genes that were expressed in at least *n* samples were retained, with *n* equal to the lowest number of samples in a group. This removed lowly expressed genes, which increases the power of the analysis. Afterward, DESeq2 was run with the option ‘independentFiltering = TRUE’ to obtain an additional increase in power. A gene was called differentially expressed (DE) when the Benjamini–Hochberg-adjusted *p*-value was lower than or equal to 0.05 and the absolute value of the log2-fold change was larger than or equal to 1. The heatmaps of the DE genes were computed using the pheatmap package based on the vst-transformed counts of the DESeq2 standard method (median ratio method). Further biological insight was obtained by performing a pathway analysis. Based on a benchmarking study by Geistlinger et al. (2021) [99], pathway analysis with the down-weighting of overlapping genes (PADOG) was chosen as the method to perform GSEA [100]. The method was applied for the gene ontology (GO; http://current.geneontology.org/products/pages/downloads.html, accessed on 30 January 2023) and Kyoto Encyclopedia of Genes and Genomes (KEGG; https://www.genome.jp/kegg/, accessed on 30 January 2023) gene sets. The R package of EnrichmentBrowser 2.28.0 was used to perform both analyses [101]. Pathways with *p* ≤ 0.05 were considered statistically significant. GO terms contain redundant information due to their hierarchical nature. To avoid this redundancy, the initial results of the enrichment analysis were processed further by calculating the semantic similarities between the significant GO terms with the relevance method. Afterward, clustering was performed with the binary cut method. Both steps were implemented in the R package simplifyEnrichment version 1.8.0 [102]. Files with all GO terms in the different comparisons are in Supplementary File S2.

### 4.7. Statistical Analysis for Maturation and Survival Rates

The statistical analyses were performed using R-core (version 4.0.4; R Core Team, Vienna, Austria). The oocyte was considered the unit of interest. Generalized mixed-effects models were used to test the effects of vitrification on the survival rate, in vitro maturation, and efficiency, the replicate was set as a random effect. The differences between groups were assessed using Tukey’s post hoc test. The results of survival, maturation rate, and efficiency are expressed as least square means and standard errors. For the above-mentioned analyses, the R-packages lme4 [103], multcomp [104], and multcompView [105] were utilized. The significance level was set at *p* ≤ 0.05.

## Figures and Tables

**Figure 1:**
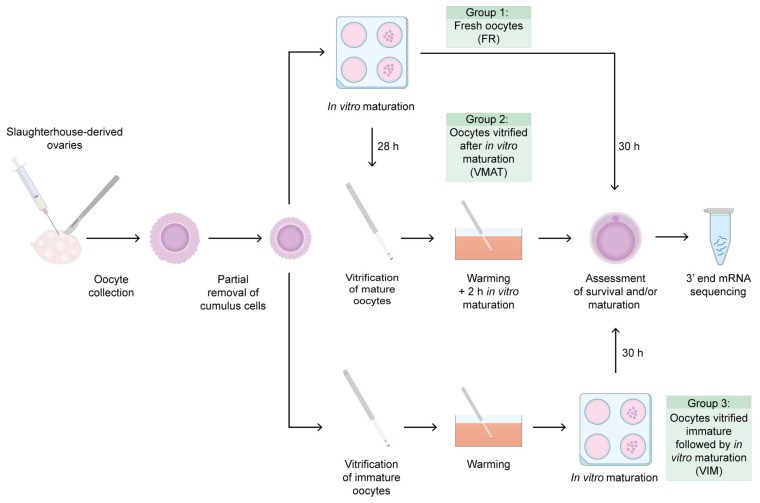
Experimental set-up. After the collection of cumulus-oocyte complexes from slaughterhouse-derived ovaries, the partial removal of cumulus cells was performed. Then, oocytes were assigned to in vitro maturation (n = 422) or to vitrification at the immature stage (n = 204). Oocytes that went directly to in vitro maturation were denuded and those with a visible polar body were designated to continue in vitro maturation for 2 more hours (Group 1: fresh non-vitrified oocytes as a control (FR); n = 111) or to undergo vitrification, warming, and 2 h of post warming culture in in vitro maturation medium (Group 2: oocytes vitrified after in vitro maturation (VMAT); n = 135). Oocytes assigned to vitrification at the immature stage were vitrified, warmed, and in vitro matured for 28 h, denuded, and those with a visible polar body were kept in in vitro maturation for 2 more hours (Group 3: oocytes vitrified immature, warmed, and in vitro matured (VIM); n = 204). The survival rate was assessed after vitrification and warming, with immature oocytes surrounded by the cells of the corona radiata and mature oocytes being denuded. Maturation was assessed by the visualization of an extruded polar body in denuded oocytes. Only mature oocytes with an intact membrane were stored for RNA-seq.

**Figure 2:**
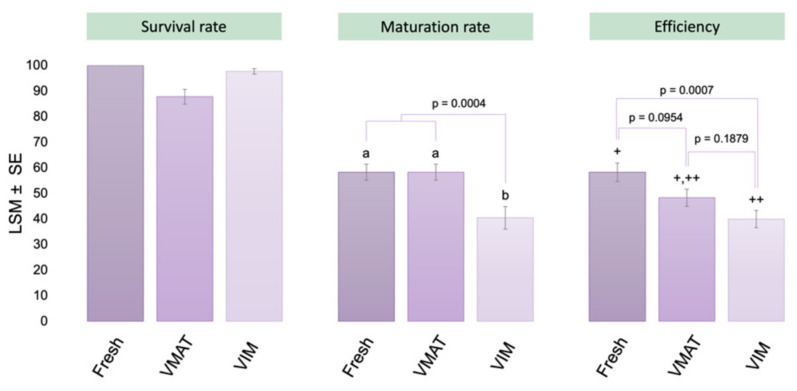
The survival rate is defined as the number of oocytes with an intact oolemma after warming/number of vitrified oocytes. The maturation rate is defined as the number of oocytes with an extruded polar body/number of oocytes exposed to in vitro maturation. The efficiency was calculated as the number of oocytes stored for transcriptomics/initial number of oocytes. Groups with different superscripts (a,b and +,++) differ significantly (*p* < 0.05). The maturation rate in fresh and VMAT is equal since oocytes for those groups were designated after in vitro maturation, and both underwent in vitro maturation together. Group 1: fresh non-vitrified oocytes as a control (FR; n = 190); group 2: oocytes vitrified after in vitro maturation (VMAT; n = 232); group 3: oocytes vitrified before in vitro maturation (VIM; n = 210). Results are presented as n (least square means ± standard error). n = the initial number of oocytes by group.

**Figure 3:**
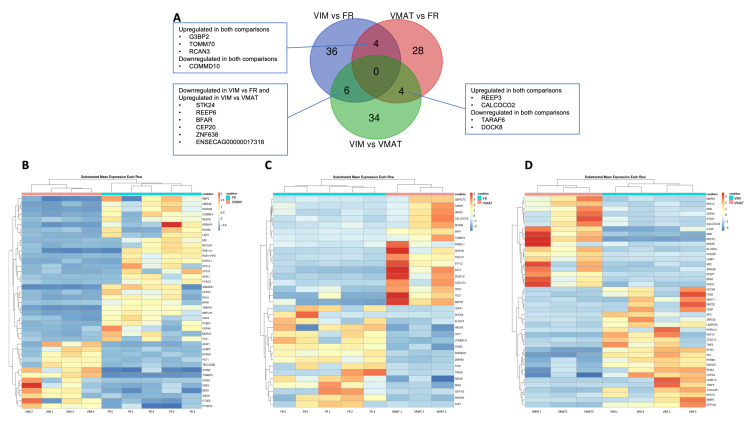
Vitrification at different meiotic stages alters transcriptomics. This figure represents the differentially expressed (DE) genes for three groups: (1) fresh in vitro matured oocytes as a control (FR), (2) oocytes vitrified after in vitro maturation (VMAT), and (3) oocytes vitrified immature, warmed, and in vitro matured (VIM). (**A**) Venn diagram shows the DE genes that overlap between comparisons and the ones specific to each comparison. (**B**) Heatmap generated by the clustering of the DE genes between VIM vs. FR. (**C**) Heatmap generated by the clustering of the DE genes between VMAT vs. FR. (**D**) Heatmap generated by the clustering of the DE genes between VIM vs. VMAT. In the Venn diagram DE categorization (i.e., up or downregulation) is associated with the first factor in the comparison. For all heatmaps, red is upregulation and blue is downregulation, as compared to the mean expression over all samples.

**Figure 4:**
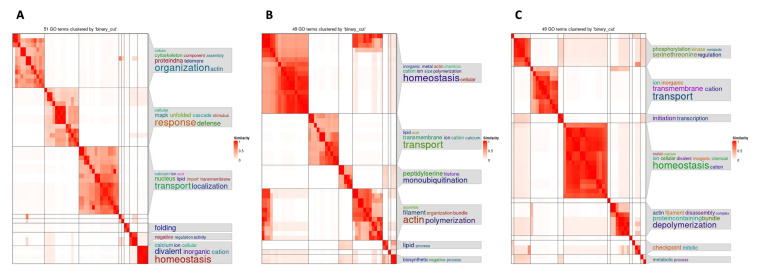
Vitrification affects the pathways involved in oocyte development in vitrified immature (VIM) and metaphase II (VMAT) oocytes, compared to fresh oocytes (FR). This figure represents the SimplifyEnrichment analysis of the resulting GO terms that were clustered by binary cut, enriched, and categorized in biological process for (**A**) VIM vs. FR, (**B**) VMAT vs. FR, and (**C**) VIM vs. VMAT. The enrichment analyses for the cellular components and molecular functions are represented in Supplementary Figures S1 and S2, respectively.

## Data Availability

All data generated or analyzed during this study were included in the manuscript and its Supplementary Information Files. Raw data are available from the corresponding author upon reasonable request. The sequenced data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/gds, accessed on the 24 February 2023) with accession number GSE225950. In the file, samples named VGV are equal to VIM in the manuscript.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24086915/s1.

## References

[1] De Coster T., Velez D.A., Van Soom A., Woelders H., Smits K. (2020). Cryopreservation of equine oocytes: Looking into the crystal ball. Reprod. Fertil. Dev..

[2] Maclellan L.J., Carnevale E.M., Silva M.A.C., Scoggin C.F., Bruemmer J.E., Squires E.L. (2002). Pregnancies from Vitrifed Equine Oocytes Collected from Super-Stimulated and Non-Stimulated Mares. Theriogenology.

[3] Ortiz-Escribano N., Bogado Pascottini O., Woelders H., Vandenberghe L., De Schauwer C., Govaere J., Van den Abbeel E., Vullers T., Ververs C., Roels K. (2018). An Improved Vitrification Protocol for Equine Immature Oocytes, Resulting in a First Live Foal. Equine Vet. J..

[4] Tharasanit T., Colenbrander B., Stout T. (2006). Effect of maturation stage at cryopreservation on post-thaw cytoskeleton quality and fertilizability of equine oocytes. Mol. Reprod. Dev..

[5] Canesin H.S., Brom-De-Luna J.G., Choi Y.-H., Pereira A.M., Macedo G.G., Hinrichs K. (2018). Vitrification of germinal-vesicle stage equine oocytes: Effect of cryoprotectant exposure time on in-vitro embryo production. Cryobiology.

[6] Angel D., Canesin H.S., Brom-De-Luna J.G., Morado S., Dalvit G., Gomez D., Posada N., Pascottini O.B., Urrego R., Hinrichs K. (2020). Embryo development after vitrification of immature and in vitro-matured equine oocytes. Cryobiology.

[7] Angel-Velez D., De Coster T., Azari-Dolatabad N., Fernandez-Montoro A., Benedetti C., Pascottini O.B., Woelders H., Van Soom A., Smits K. (2021). New Alternative Mixtures of Cryoprotectants for Equine Immature Oocyte Vitrification. Animals.

[8] Clérico G., Taminelli G., Veronesi J., Polola J., Pagura N., Pinto C., Sansinena M. (2021). Mitochondrial function, blastocyst development and live foals born after ICSI of immature vitrified/warmed equine oocytes matured with or without melatonin. Theriogenology.

[9] Edgar D.H., Gook D.A. (2012). A critical appraisal of cryopreservation (slow cooling versus vitrification) of human oocytes and embryos. Hum. Reprod. Update.

[10] Kuwayama M., Vajta G., Kato O., Leibo S.P. (2005). Highly efficient vitrification method for cryopreservation of human oocytes. Reprod. Biomed. Online.

[11] Papis K., Shimizu M., Saha S., Izaike Y., Modliński J.A. (2013). Effects of Vitrification of Partially Denuded Bovine Immature Oocytes. Anim. Sci. Pap. Rep..

[12] Somfai T., Nakai M., Tanihara F., Noguchi J., Kaneko H., Kashiwazaki N., Egerszegi I., Nagai T., Kikuchi K. (2013). Comparison of Ethylene Glycol and Propylene Glycol for the Vitrification of Immature Porcine Oocytes. J. Reprod. Dev..

[13] Wu G., Jia B., Quan G., Xiang D., Zhang B., Shao Q., Hong Q. (2017). Vitrification of porcine immature oocytes: Association of equilibration manners with warming procedures, and permeating cryoprotectants effects under two temperatures. Cryobiology.

[14] Van Blerkom J., Davis P.W. (1994). Cytogenetic, cellular, and developmental consequences of cryopreservation of immature and mature mouse and human oocytes. Microsc. Res. Tech..

[15] Gasparrini B., Attanasio L., De Rosa A., Monaco E., Di Palo R., Campanile G. (2007). Cryopreservation of in vitro matured buffalo (Bubalus bubalis) oocytes by minimum volumes vitrification methods. Anim. Reprod. Sci..

[16] Sripunya N., Somfai T., Inaba Y., Nagai T., Imai K., Parnpai R. (2010). A Comparison of Cryotop and Solid Surface Vitrification Methods for the Cryopreservation of In Vitro Matured Bovine Oocytes. J. Reprod. Dev..

[17] Liu Y., Du Y., Lin L., Li J., Kragh P.M., Kuwayama M., Bolund L., Yang H., Vajta G. (2008). Comparison of efficiency of open pulled straw (OPS) and Cryotop vitrification for cryopreservation of in vitro matured pig oocytes. Cryoletters.

[18] Song W.-Y., Peng Z.-F., Chen X.-M., Jin H.-X., Yao G.-D., Shi S.-L., Yang H.-Y., Zhang X.-Y., Sun Y.-P. (2016). Effects of Vitrification on Outcomes of In VivoMature, In Vitro-Mature and Immature Human Oocytes. Cell. Physiol. Biochem..

[19] Sprícigo J., Morais K., Ferreira A., Machado G., Gomes A., Rumpf R., Franco M., Dode M. (2014). Vitrification of bovine oocytes at different meiotic stages using the Cryotop method: Assessment of morphological, molecular and functional patterns. Cryobiology.

[20] Chaves D.F., Corbin E., Almiñana C., Locatelli Y., Souza-Fabjan J.M., Bhat M.H., Freitas V.J., Mermillod P., Sou-za-Fabjan J.M.G., Freitas V.J.F. (2017). Vitrification of Immature and in Vitro Matured Bovine Cumulus-Oocyte Complexes: Effects on Oocyte Structure and Embryo Development. Livest. Sci..

[21] Mogas T. (2019). Update on the vitrification of bovine oocytes and invitro-produced embryos. Reprod. Fertil. Dev..

[22] Zhou X.L., al Naib A., Sun D.W., Lonergan P. (2010). Bovine Oocyte Vitrification Using the Cryotop Method: Effect of Cumulus Cells and Vitrification Protocol on Survival and Subsequent Development. Cryobiology.

[23] Diez C., Muñoz M., Caamaño J., Gomez E. (2012). Cryopreservation of the Bovine Oocyte: Current Status and Perspectives. Reprod. Domest. Anim..

[24] Ishii T., Tomita K., Sakakibara H., Ohkura S. (2018). Embryogenesis of vitrified mature bovine oocytes is improved in the presence of multi-layered cumulus cells. J. Reprod. Dev..

[25] Dujíčková L., Makarevich A.V., Olexiková L., Kubovičová E., Strejček F. (2020). Methodological approaches for vitrification of bovine oocytes. Zygote.

[26] Rojas C., Palomo M.J., Albarracín J.L., Mogas T. (2004). Vitrification of immature and in vitro matured pig oocytes: Study of distribution of chromosomes, microtubules, and actin microfilaments. Cryobiology.

[27] Purohit G.N., Meena H., Solanki K. (2012). Effects of Vitrification on Immature and in vitro Matured, Denuded and Cumulus Compact Goat Oocytes and Their Subsequent Fertilization. J. Reprod. Infertil..

[28] Maclellan L.J., Stokes J.E., Preis K.A., Mccue P.M., Carnevale E.M. (2010). Vitrification, Warming, ICSI and Transfer of Equine Oocytes Matured in Vivo. Anim. Reprod. Sci..

[29] Roser J.F., Meyers-Brown G. (2012). Superovulation in the Mare: A Work in Progress. J. Equine Veter Sci..

[30] Tharasanit T., Colleoni S., Galli C., Colenbrander B., Stout T.A.E. (2009). Protective effects of the cumulus-corona radiata complex during vitrification of horse oocytes. Reproduction.

[31] Agnieszka N., Joanna K., Wojciech W., Adam O. (2021). In vitro maturation of equine oocytes followed by two vitrification protocols and subjected to either intracytoplasmic sperm injection (ICSI) or parthenogenic activation. Theriogenology.

[32] Ducheyne K., Rizzo M., Beitsma M., Deelen C., Daels P., Stout T., De Ruijter-Villani M. (2018). Vitrifying Equine Oocytes at the Germinal Vesicle Stage Disturbs Spindle Morphology and Chromosome Alignment. J. Equine Veter Sci..

[33] Dalcin L., Silva R.C., Paulini F., Silva B.D.M., Neves J.P., Lucci C.M. (2013). Cytoskeleton structure, pattern of mitochondrial activity and ultrastructure of frozen or vitrified sheep embryos. Cryobiology.

[34] Fu X.-W., Shi W.-Q., Zhang Q.-J., Zhao X.-M., Yan C.L., Hou Y.-P., Zhou G.-B., Fan Z.-Q., Suo L., Wusiman A. (2009). Positive effects of Taxol pretreatment on morphology, distribution and ultrastructure of mitochondria and lipid droplets in vitrification of in vitro matured porcine oocytes. Anim. Reprod. Sci..

[35] Gutnisky C., Morado S., Gadze T., Donato A., Alvarez G., Dalvit G., Cetica P. (2020). Morphological, biochemical and functional studies to evaluate bovine oocyte vitrification. Theriogenology.

[36] Berthelot-Ricou A., Perrin J., di Giorgio C., de Meo M., Botta A., Courbiere B. (2011). Assessment of 1,2-propanediol (PrOH) genotoxicity on mouse oocytes by comet assay. Fertil. Steril..

[37] Ishida G.M., Saito H., Ohta N., Takahashi T., Ito M.M., Saito T., Nakahara K., Hiroi M. (1997). The optimal equilibration time for mouse embryos frozen by vitrification with trehalose. Hum. Reprod..

[38] Sterzik K., Rosenbusch B., Grab D., Wahl A., Beier H.M., Lauritzen C. (1992). Numerical chromosome anomalies after fertilization of freeze-thawed mouse oocytes. Arch. Gynecol. Obstet..

[39] Tamura A.N., Huang T.T., Marikawa Y. (2013). Impact of Vitrification on the Meiotic Spindle and Components of the Microtubule-Organizing Center in Mouse Mature Oocytes1. Biol. Reprod..

[40] Hinrichs K., Love L., Varner D., Walckenaer B., Choi Y. (2005). Chromatin Configuration Within the Germinal Vesicle of Horse Oocytes: Changes Post Mortem and Relationship to Meiotic and Developmental Competence1. Biol. Reprod..

[41] De Leon P., Campos V., Corcini C., Santos E., Rambo G., Lucia T., Deschamps J., Collares T. (2012). Cryopreservation of immature equine oocytes, comparing a solid surface vitrification process with open pulled straws and the use of a synthetic ice blocker. Theriogenology.

[42] Canesin H.S., Brom-De-Luna J.G., Choi Y.-H., Ortiz I., Diaw M., Hinrichs K. (2017). Blastocyst development after intracytoplasmic sperm injection of equine oocytes vitrified at the germinal-vesicle stage. Cryobiology.

[43] Chen J.-Y., Li X.-X., Xu Y.-K., Wu H., Zheng J.-J., Yu X.-L. (2014). Developmental competence and gene expression of immature oocytes following liquid helium vitrification in bovine. Cryobiology.

[44] Ebrahimi B., Valojerdi M.R., Eftekhari-Yazdi P., Baharvand H., Farrokhi A. (2010). IVM and gene expression of sheep cumulus–oocyte complexes following different methods of vitrification. Reprod. Biomed. Online.

[45] Azari M., Kafi M., Ebrahimi B., Fatehi R., Jamalzadeh M. (2017). Oocyte maturation, embryo development and gene expression following two different methods of bovine cumulus-oocyte complexes vitrification. Veter Res. Commun..

[46] Turathum B., Saikhun K., Sangsuwan P., Kitiyanant Y. (2010). Effects of Vitrification on Nuclear Maturation, Ultrastructural Changes and Gene Expression of Canine Oocytes. Reprod. Biol. Endocrinol..

[47] Stigliani S., Moretti S., Anserini P., Casciano I., Venturini P.L., Scaruffi P. (2015). Storage time does not modify the gene expression profile of cryopreserved human metaphase II oocytes. Hum. Reprod..

[48] Monzo C., Haouzi D., Roman K., Assou S., Dechaud H., Hamamah S. (2012). Slow freezing and vitrification differentially modify the gene expression profile of human metaphase II oocytes. Hum. Reprod..

[49] Barberet J., Ducreux B., Bruno C., Guilleman M., Simonot R., Lieury N., Guilloteau A., Bourc’His D., Fauque P. (2022). Comparison of oocyte vitrification using a semi-automated or a manual closed system in human siblings: Survival and transcriptomic analyses. J. Ovarian Res..

[50] Ma Y., Long C., Liu G., Bai H., Ma L., Bai T., Zuo Y., Li S. (2021). WGBS combined with RNA-seq analysis revealed that Dnmt1 affects the methylation modification and gene expression changes during mouse oocyte vitrification. Theriogenology.

[51] Gao L., Jia G., Li A., Ma H., Huang Z., Zhu S., Hou Y., Fu X. (2017). RNA-Seq transcriptome profiling of mouse oocytes after in vitro maturation and/or vitrification. Sci. Rep..

[52] Huang J., Ma Y., Wei S., Pan B., Qi Y., Hou Y., Meng Q., Zhou G., Han H. (2018). Dynamic Changes in the Global Transcriptome of Bovine Germinal Vesicle Oocytes after Vitrification Followed by in Vitro Maturation. Reprod. Fertil. Dev..

[53] Wang N., Li C.-Y., Zhu H.-B., Hao H.-S., Wang H.-Y., Yan C.-L., Zhao S.-J., Du W.-H., Wang D., Liu Y. (2017). Effect of vitrification on the mRNA transcriptome of bovine oocytes. Reprod. Domest. Anim..

[54] Zhang F., Zhang Z.-Y., Cai M.-D., Li X.-X., Li Y.-H., Lei Y., Yu X.-L. (2020). Effect of vitrification temperature and cryoprotectant concentrations on the mRNA transcriptome of bovine mature oocytes after vitrifying at immature stage. Theriogenology.

[55] Jia B.-Y., Xiang D.-C., Quan G.-B., Zhang B., Shao Q.-Y., Hong Q.-H., Wu G.-Q. (2019). Transcriptome analysis of porcine immature oocytes and surrounding cumulus cells after vitrification and in vitro maturation. Theriogenology.

[56] Matzuk M.M., Burns K.H., Viveiros M.M., Eppig J.J. (2002). Intercellular Communication in the Mammalian Ovary: Oocytes Carry the Conversation. Science.

[57] Labrecque R., Sirard M.-A. (2014). The study of mammalian oocyte competence by transcriptome analysis: Progress and challenges. Mol. Hum. Reprod..

[58] Telford N.A., Watson A.J., Schultz G.A. (1990). Transition from maternal to embryonic control in early mammalian development: A comparison of several species. Mol. Reprod. Dev..

[59] Eppig J.J. (1996). Coordination of nuclear and cytoplasmic oocyte maturation in eutherian mammals. Reprod. Fertil. Dev..

[60] Sirard M. (2001). Resumption of meiosis: Mechanism involved in meiotic progression and its relation with developmental competence. Theriogenology.

[61] Bouniol-Baly C., Hamraoui L., Guibert J., Beaujean N., Szöllösi M.S., Debey P. (1999). Differential Transcriptional Activity Associated with Chromatin Configuration in Fully Grown Mouse Germinal Vesicle Oocytes. Biol. Reprod..

[62] De La Fuente R., Viveiros M.M., Burns K.H., Adashi E.Y., Matzuk M.M., Eppig J.J. (2004). Major chromatin remodeling in the germinal vesicle (GV) of mammalian oocytes is dispensable for global transcriptional silencing but required for centromeric heterochromatin function. Dev. Biol..

[63] Su Y.-Q., Sugiura K., Woo Y., Wigglesworth K., Kamdar S., Affourtit J., Eppig J.J. (2007). Selective degradation of transcripts during meiotic maturation of mouse oocytes. Dev. Biol..

[64] Sha Q., Yu J., Guo J., Dai X., Jiang J., Zhang Y., Yu C., Ji S., Jiang Y., Zhang S. (2018). CNOT 6L couples the selective degradation of maternal transcripts to meiotic cell cycle progression in mouse oocyte. EMBO J..

[65] Takeuchi H., Yamamoto M., Fukui M., Inoue A., Maezawa T., Nishioka M., Kondo E., Ikeda T., Matsumoto K., Miyamoto K. (2022). Single-Cell Profiling of Transcriptomic Changes during in Vitro Maturation of Human Oocytes. Reprod. Med. Biol..

[66] Brevini T., Lonergan P., Cillo F., Francisci C., Favetta L., Fair T., Gandolfi F. (2002). Evolution of mRNA polyadenylation between oocyte maturation and first embryonic cleavage in cattle and its relation with developmental competence. Mol. Reprod. Dev..

[67] Reyes J.M., Chitwood J.L., Ross P.J. (2015). RNA-Seq profiling of single bovine oocyte transcript abundance and its modulation by cytoplasmic polyadenylation. Mol. Reprod. Dev..

[68] Ma F., Fuqua B.K., Hasin Y., Yukhtman C., Vulpe C.D., Lusis A.J., Pellegrini M. (2019). A Comparison between Whole Transcript and 3’ RNA Sequencing Methods Using Kapa and Lexogen Library Preparation Methods 06 Biological Sciences 0604 Genetics. BMC Genom..

[69] Somfai T., Men N.T., Noguchi J., Kaneko H., Kashiwazaki N., Kikuchi K. (2015). Optimization of cryoprotectant treatment for the vitrification of immature cumulus-enclosed porcine oocytes: Comparison of sugars, combinations of permeating cryoprotectants and equilibration regimens. J. Reprod. Dev..

[70] Ortiz-Escribano N., Smits K., Piepers S., Abbeel E.V.D., Woelders H., Van Soom A. (2016). Role of cumulus cells during vitrification and fertilization of mature bovine oocytes: Effects on survival, fertilization, and blastocyst development. Theriogenology.

[71] Shirazi A., Naderi M.M., Hassanpour H., Heidari M., Borjian S., Sarvari A., Akhondi M.M. (2016). The effect of ovine oocyte vitrification on expression of subset of genes involved in epigenetic modifications during oocyte maturation and early embryo development. Theriogenology.

[72] De la Fuente A., Scoggin C., Bradecamp E., Ali H., Troedsson M., Meyers S., Dini P., de la Fuente A., Scoggin C., Bradecamp E. (2021). 146 Transcriptome Characterisation of Equine Oocyte Maturation. Reprod. Fertil. Dev..

[73] Bachvarova R., De Leon V., Johnson A., Kaplan G., Paynton B.V. (1985). Changes in total RNA, polyadenylated RNA, and actin mRNA during meiotic maturation of mouse oocytes. Dev. Biol..

[74] Chamayou S., Bonaventura G., Alecci C., Tibullo D., Di Raimondo F., Guglielmino A., Barcellona M. (2011). Consequences of metaphase II oocyte cryopreservation on mRNA content. Cryobiology.

[75] Huo Y., Yuan P., Qin Q., Yan Z., Yan L., Liu P., Li R., Yan J., Qiao J. (2021). Effects of vitrification and cryostorage duration on single-cell RNA-Seq profiling of vitrified-thawed human metaphase II oocytes. Front. Med..

[76] Chang C.-C., Shapiro D.B., Bernal D.P., Wright G., I Kort H., Nagy Z.P. (2008). Human oocyte vitrification: In-vivo and in-vitro maturation outcomes. Reprod. Biomed. Online.

[77] Inoue J., Gohda J., Akiyama T. (2007). Characteristics and Biological Functions of TRAF6. TNF Receptor Associated Factors (TRAFs).

[78] He L., Wu X., Siegel R., Lipsky P.E. (2006). TRAF6 Regulates Cell Fate Decisions by Inducing Caspase 8-dependent Apoptosis and the Activation of NF-κB. J. Biol. Chem..

[79] Perkins N.D. (2007). Integrating cell-signalling pathways with NF-κB and IKK function. Nat. Rev. Mol. Cell Biol..

[80] Krishnaswamy J.K., Singh A., Gowthaman U., Wu R., Gorrepati P., Nascimento M.S., Gallman A., Liu D., Rhebergen A.M., Calabro S. (2015). Coincidental loss of DOCK8 function in NLRP10-deficient and C3H/HeJ mice results in defective dendritic cell migration. Proc. Natl. Acad. Sci. USA.

[81] Miyamoto Y., Torii T., Kawahara K., Tanoue A., Yamauchi J. (2016). Dock8 interacts with Nck1 in mediating Schwann cell precursor migration. Biochem. Biophys. Rep..

[82] Soma-Nagae T., Nada S., Kitagawa M., Takahashi Y., Mori S., Oneyama C., Okada M. (2013). The Lysosomal Signaling Anchor P18/LAMTOR1 Controls Epidermal Development by Regulating Lysosome-Mediated Catabolic Processes. J. Cell. Sci..

[83] Gumus E., Sari I., Yilmaz M., Cetin A. (2018). Investigation of LAMTOR1 gene and protein expressions in germinal vesicle and metaphase II oocytes and embryos from 1-cell to blastocyst stage in a mouse model. Gene Expr. Patterns.

[84] Nakaseko Y., Yanagida M. (2001). Cytoskeleton in the cell cycle. Nature.

[85] Humeau J., Bravo-San Pedro J.M., Vitale I., Nuñez L., Villalobos C., Kroemer G., Senovilla L. (2018). Calcium signaling and cell cycle: Progression or death. Cell Calcium.

[86] Zhang W., Liu H.T. (2002). MAPK signal pathways in the regulation of cell proliferation in mammalian cells. Cell Res..

[87] Girka E., Gatenby L., Gutierrez E.J., Bondioli K.R. (2022). The effects of microtubule stabilizing and recovery agents on vitrified bovine oocytes. Theriogenology.

[88] Pitchayapipatkul J., Somfai T., Matoba S., Parnpai R., Nagai T., Geshi M., Vongpralub T. (2017). Microtubule stabilisers docetaxel and paclitaxel reduce spindle damage and maintain the developmental competence of in vitro-mature bovine oocytes during vitrification. Reprod. Fertil. Dev..

[89] E Park S., Chung H.M., Cha K.Y., Hwang W.S., Lee E.S., Lim J.M. (2001). Cryopreservation of ICR mouse oocytes: Improved post-thawed preimplantation development after vitrification using Taxol™, a cytoskeleton stabilizer. Fertil. Steril..

[90] Succu S., Berlinguer F., Leoni G.G., Bebbere D., Satta V., Marco-Jiménez F., Pasciu V., Naitana S. (2011). Calcium concentration in vitrification medium affects the developmental competence of in vitro matured ovine oocytes. Theriogenology.

[91] Larman M.G., Sheehan C.B., Gardner D.K. (2006). Calcium-free vitrification reduces cryoprotectant-induced zona pellucida hardening and increases fertilization rates in mouse oocytes. Reproduction.

[92] Paynton B.V., Rempel R., Bachvarova R. (1988). Changes in state of adenylation and time course of degradation of maternal mRNAs during oocyte maturation and early embryonic development in the mouse. Dev. Biol..

[93] Lewis N., Hinrichs K., Schnauffer K., Morganti M., Argo C.M. (2016). Effect of Oocyte Source and Transport Time on Rates of Equine Oocyte Maturation and Cleavage after Fertilization by ICSI, with a Note on the Validation of Equine Embryo Morphological Classification. Clin. Theriogenol..

[94] Krueger F.T.G. (2015). A Wrapper Tool around Cutadapt and FastQC to Consistently Apply Quality and Adapter Trimming to FastQ Files. https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/.

[95] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[96] Smith T., Heger A., Sudbery I. (2017). UMI-tools: Modeling sequencing errors in Unique Molecular Identifiers to improve quantification accuracy. Genome Res..

[97] Li B., Dewey C.N. (2011). RSEM: Accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform..

[98] Love M.I., Huber W., Anders S. (2014). Moderated Estimation of Fold Change and Dispersion for RNA-Seq Data with DESeq2. Genome Biol..

[99] Geistlinger L., Csaba G., Santarelli M., Ramos M., Schiffer L., Turaga N., Law C., Davis S., Carey V., Morgan M. (2021). Toward a gold standard for benchmarking gene set enrichment analysis. Briefings Bioinform..

[100] Tarca A.L., Draghici S., Bhatti G., Romero R. (2012). Down-weighting overlapping genes improves gene set analysis. BMC Bioinform..

[101] Geistlinger L., Csaba G., Zimmer R. (2016). Bioconductor’s EnrichmentBrowser: Seamless Navigation through Combined Results of Set- & Network-Based Enrichment Analysis. BMC Bioinform..

[102] Gu Z., Hübschmann D. (2022). Simplify enrichment: A bioconductor package for clustering and visualizing functional enrichment results. Genom. Proteom. Bioinform..

[103] Bates D., Mächler M., Bolker B.M., Walker S.C. (2014). Fitting Linear Mixed-Effects Models Using Lme4. J. Stat. Softw..

[104] Hothorn T., Bretz F., Westfall P. (2008). Simultaneous Inference in General Parametric Models. Biom. J..

[105] CRAN—Package MultcompView. https://cran.r-project.org/web/packages/multcompView/index.html.

How the deposited data were processed for this re-analysis (not part of the article)

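Gene expression was measured by RNA sequencing of pooled in vitro matured horse oocytes, in 5 FR, 3 VMAT and 4 VIM samples. The authors trimmed the reads, mapped them to EquCab3.0 (Ensembl release 108) with STAR, processed the unique molecular identifiers with UMI-tools, counted reads per gene with RSEM and removed 1 VMAT sample. The values that the authors deposited are a signal per gene and sample: the counts divided by one DESeq2 size factor per sample. No other file of the series was used, and every sample column was used. The paper's text names a filter before DESeq2, which kept genes expressed in at least as many samples as the smallest group has. The deposited values also hold genes below that filter, 16 of them at 0 in every sample.

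The normalized counts were checked for a common step in each sample. All of them were whole multiples of it, so whole reads were recovered by dividing by the step (100.0% of values). The recovered reads were used for edgeR and DESeq2 only, and for statements about depth. Between 1636620 and 12166950 reads per sample lay on genes, and a floor of 3 reads corresponded to 0.376 to 9.34 in the normalized counts. These floors cover counting error only.

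The groups were those named by the authors, and replicate numbers were not treated as pairs. Each of the 3 comparisons (VIM vs. FR, VMAT vs. FR and VIM vs. VMAT) used only its own samples. Genes with a normalized count above 0 in at least as many samples as the smaller group were kept (4 samples in VIM vs. FR and 3 in the others). The main test was limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend) on log2 values with a pseudocount of 1. DE genes had a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, as in the paper. For single genes, exact two-sided permutation tests used every split of the samples into groups of the same sizes.

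Gene sets were the biological process GO sets of Supplementary File S2 for VIM vs. FR. Of the 1031 sets, 788 could be read, and 556 had a complete list of members whose names or identifiers all led to a gene of the table. The PADOG score was written out anew: the mean of weighted absolute moderated statistics from limma, standardized over sets, against up to 100 relabellings drawn with a fixed seed. A set needed at least 5 members among the genes tested. Gene symbols came from Supplementary Files S1 and S2, which paired 2569 identifiers with a name.

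The genes named in the text were chosen by a rule: every gene that the paper names as DE, and for each comparison the genes with the smallest p and the largest fold change past the thresholds. The 16 GO sets were chosen by name because the paper names their pathway, and 13 of them could be tested.

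The alternatives were pseudocounts of 0.5 and 10, no filter on low values, a normalized count of at least 10, equal column totals, quantile normalization, all 12 samples in one fit, eBayes without trend, a replicate block, the number of genes detected as a covariate, edgeR 4.0.16 (quasi-likelihood test), DESeq2 1.42.0, no threshold on the fold change, and leaving out each sample in turn. For GO sets, limma camera with and without a replicate block was also run. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

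The tests were tested on simulated data with the group sizes and depths of these samples. With a dispersion of 0.1, limma, edgeR and DESeq2 each called 200 of 200 genes changed by a log2 fold change of 3 in every comparison. With dispersions estimated from these samples (median 3.53 in VIM vs. FR), limma called 4 of 200 such genes in VIM vs. FR, edgeR 14 and DESeq2 46, with 0 false calls for limma, 0 for edgeR and 109 for DESeq2. The PADOG score was tried on simulated data at a dispersion of 0.1 only, so its power at the dispersions of these samples is not known. At 0.1, the PADOG score called a single set of 20 genes changed 2-fold in 5 of 5 simulated data sets in each comparison. When 10 of 200 sets changed by a log2 fold change of 3, it called 1, 2 and 0 of them in the 3 comparisons, and with a log2 fold change of 0.5 it called 8, 6 and 3. The cause was not tested.

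Survival and maturation rates, the cellular component and molecular function sets, and gene positions were not analysed here.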

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

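The comparison of groups by genes present in every library of one group and in no library of the other was set before its result was seen; the other tests in this part were chosen after the values had been seen.

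For the genes named in the text and for measures of depth, each group of 4 or 5 libraries was searched for a library whose gap to the nearest other library took up most of the group's range (Dixon's test at 95%). Of 42 groups tested, 8 held such a library, against 2.1 expected by chance. These genes were named because the paper calls them DE or because their p was small, so they are no random sample of genes. In FR replicate 4, G3BP2 had a normalized count of 25.2 and REEP3 one of 136, whereas the other FR libraries were between 2.16 and 2.86 and between 1.68 and 4.31. FR replicate 1 had COMMD10 at 6.47 (others 247 to 839) and REEP6 at 2.16 (others 158 to 564). FR replicate 3 had BFAR at 6.72 (others 129 to 343) and ENSECAG00000017318 at 92.9 (others 1570 to 3810). VIM replicate 2 had RCAN3 at 3.26 (others 311 to 699) and ENSECAG00000012041 at 1250 (others 0 to 1.96). The far values were spread over these 4 libraries, with 2 in each, so none of the libraries stood apart for most of the genes.

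These values belong to a wider pattern, in which a gene has many reads in some libraries of a group and under 30 reads in others. Library depth was tested as a technical explanation. Over 52997 cases of a gene at 30 reads or more in one library and under 30 in another library of the same group, the reads scaled to the other library's total were still 60 or more in 80.9%. Depth alone is therefore not enough for most of these cases. A second explanation is that few molecules of a gene were captured in a library and that each was read many times. The authors processed unique molecular identifiers, so this explanation needs copies made before the identifiers were added or copies that were kept. Genes at 30 reads or more in 11 libraries had 3.11 times the median reads of genes at 30 reads or more in 1 library, where Poisson capture of molecules gives a ratio of 2.6. Other models of variation between libraries may give a similar ratio, so the pattern cannot be told apart from this explanation or shown to follow from it. Another explanation is reads shared between libraries: where a gene is under 30 reads, its few reads could come from a library in which it is high. For genes read mostly in 1 other library, the percent of reads seen was 0.765 times that of genes read in many libraries (median over libraries) for genes with 1000 to 2000 reads elsewhere, from 20 to 83 genes per library. For genes with 500 to 1000 reads elsewhere, from 289 to 487 genes per library, it was 0.465 times. Both lie between the values of 1 and 0 that sharing and no sharing would give, so this cannot be told apart either.

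The condition of the oocytes is the same within a group, so it cannot account for this pattern, and no biological explanation of the pattern was tested. Condition was tested for another pattern only. The number of genes at 30 reads or more in every library of one group and in no library of the other was 11 in VIM vs. FR, and a share of 0.278 of the 126 splits of those samples gave as many. It was 17 in VMAT vs. FR (share 0.75 of 56 splits) and 29 in VIM vs. VMAT (share 0.714 of 35 splits). In VIM vs. FR, the number was above the median of 8.5 over the splits, and in the other comparisons it was below the medians of 23 and 43. Grouping by condition thus gave a number within the range of other groupings of the same libraries (2 to 30, 8 to 119 and 16 to 124). Differences between oocyte donors or pools were not tested.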

How the results depend on the processing

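The alternatives in this part were chosen before the data were examined, except DESeq2 with only the genes above 0 in every sample of a pair. That alternative was chosen after seeing the data, because all 1999 genes of VIM vs. FR and all 1473 of VMAT vs. FR read from Supplementary File S1 met this filter. A further 986 gene rows of VIM vs. FR and 1754 of VMAT vs. FR in that file were not read. The 2972 rows of VIM vs. VMAT were not read either, so no call or direction of that comparison was checked against the file.

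Under limma, 0 genes were DE in each of the 3 comparisons, and 0 in each overlap, with the pseudocounts of 0.5 and 10, no filter on low values, a normalized count of at least 10, equal column totals, quantile normalization, all 12 samples in one fit, the replicate block, the number of genes detected as a covariate, no threshold on the fold change, and each sample left out in turn. Over the limma alternatives with all samples, the genes at an unadjusted p under 0.05 numbered 198 to 363 in VIM vs. FR, 174 to 411 in VMAT vs. FR and 149 to 364 in VIM vs. VMAT. With each sample left out in turn, they numbered 231 to 310, 210 to 576 and 146 to 419. Except for eBayes without trend, the smallest adjusted p from limma stayed between 0.805 and 0.955, between 0.781 and 0.999 and between 0.828 and 1.0. The replicate block stayed out of the main test, and samples with the same number did not vary together (mean r across genes -0.003, -0.007 and -0.016).

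The calls depended on the test. With eBayes without trend, 3 genes were DE in VIM vs. FR, and these 3 made up the DE genes against fresh oocytes and over the 3 comparisons (TM9SF4, TOMM70 and ENSECAG00000023121, the last named after its values were seen, each with a limma adjusted p of 0.0127). With edgeR, 1 gene was DE in VMAT vs. FR and 1 in VIM vs. VMAT, or 1 against fresh oocytes and 2 over the 3 comparisons. They were ENSECAG00000009451, named after its values were seen (log2 fold change 11.68, edgeR adjusted p = 0.00814), and REEP3. In edgeR, 1237, 1129 and 821 genes had an unadjusted p under 0.05. With DESeq2, 508 genes were DE in VIM vs. FR, 357 in VMAT vs. FR and 300 in VIM vs. VMAT. These made 767 genes against fresh oocytes and 923 over the 3 comparisons, with 98 shared by VIM vs. FR and VMAT vs. FR, 72 by VIM vs. VMAT and VMAT vs. FR and 72 by VIM vs. VMAT and VIM vs. FR. With only the genes above 0 in every sample, DESeq2 gave 99, 68 and 105 DE genes, 155 against fresh oocytes and 229 over the 3 comparisons, with 12, 9 and 22 shared in the same order. The cause was not tested.

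For 32 results of a named gene in a comparison, the log2 fold change kept its direction in all 667 alternatives run. In 62 of them the gene was also called DE, which was not so in the main limma test: 30 with DESeq2, 29 with DESeq2 and genes above 0 in every sample, and 3 with edgeR or eBayes without trend. Equal column totals moved the median log2 fold change of all genes in VIM vs. VMAT from -0.08 to -0.19, and quantile normalization moved it to 0.05. Leaving out VMAT replicate 2 moved it from 0.01 to -0.41 in VMAT vs. FR and to 0.26 in VIM vs. VMAT. Every fold change of a named gene was larger than these shifts, apart from that of DOCK8 in VMAT vs. FR with the replicate block, which fell to -0.13.

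The number of GO sets with a p of at most 0.05 was 20 in VIM vs. FR and lay between 10 and 23 across the fits that each left out one replicate. For VMAT vs. FR, it was 27, and it was 16 with the pseudocount of 10, 29 with a normalized count of at least 10, 13 with limma camera and 32 with limma camera and the replicate block, and lay between 10 and 30 with one replicate left out. The cause was not tested. In VIM vs. VMAT, it was 35, and between 29 and 49 under the alternatives. The smallest adjusted p there was 0.454 with PADOG, 0.0154 with limma camera and 0.0959 with limma camera and the replicate block. Leaving out one replicate was not run there, because the few relabellings that remain allow no p of 0.05. Of the sets called with limma camera, 1, 5 and 8 were among those called with PADOG. Of 39 results of a GO set named in the text, 7 had a p of at most 0.05, and 25 of their 45 alternatives lost it. Of the 332 alternatives of the other results, 13 gained it.

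The median number of genes detected per sample was 6553 with values above 0 and 3516 with values of at least 10. The spread between replicates limits what the tests can show. On simulated data with the dispersions of these samples, limma called 4, 2 and 4 of 200 genes with a log2 fold change of 3, whereas it called 200 of 200 in each comparison at a dispersion of 0.1 with the same numbers of samples. DESeq2 called 46, 11 and 10 of them at the dispersions of these samples, together with 109, 91 and 90 genes that had not been changed.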

Differences from the paper's values

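The number of DE genes in VIM vs. FR was 0 with limma against the paper's 46 (0 against the paper's 14 upregulated and 0 against the paper's 32 downregulated). For VMAT vs. FR, it was 0 against the paper's 36 (0 against the paper's 18 upregulated and 0 against the paper's 18 downregulated). In VIM vs. VMAT, it was 0 against the paper's 44 (0 against the paper's 20 upregulated and 0 against the paper's 24 downregulated). The genes at an unadjusted p under 0.05 were 278, 301 and 227. Over the 3 comparisons, 0 genes were DE against the paper's 112, and 0 were DE between vitrified and fresh oocytes against the paper's 78. The genes shared by VIM vs. FR and VMAT vs. FR were 0 against the paper's 4, those shared by VIM vs. VMAT and VMAT vs. FR were 0 against the paper's 4, and those shared by VIM vs. VMAT and VIM vs. FR were 0 against the paper's 6. None of the alternatives set before the data were examined closed any of these gaps. DESeq2 on the recovered reads gave 508 (175 upregulated and 333 downregulated), 357 (181 and 176) and 300 (129 and 171) DE genes. DESeq2 with only the genes above 0 in every sample, chosen after seeing the values, came to 99 (42 and 57), 68 (33 and 35) and 105 (43 and 62), and did not close them either.

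Some settings called genes that the paper calls DE and the main limma test does not. DESeq2 on the recovered reads called 46 of the paper's 46 DE genes of VIM vs. FR and 34 of the paper's 36 of VMAT vs. FR. With only the genes above 0 in every sample, chosen after seeing the values, it called 46 and 36 of them. Of the 29 results for genes that the paper's text names as DE, each of these DESeq2 settings called 28, the exception being REEP6 in VIM vs. VMAT, for which DESeq2 gave no adjusted p. The limma test with eBayes without trend called TOMM70 and TM9SF4 in VIM vs. FR, and edgeR called REEP3 in VIM vs. VMAT.

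The log2 fold change of TRAF6 in VMAT vs. FR was -3.04 against the paper's -6.42 (standard error 1.63, the paper's). These are unlike measures, since limma compares means of log2 values and the paper used DESeq2 on counts. A gap counts as closed here when it is no larger than the larger standard error. Among the alternatives set before the data were examined, the gap closed with edgeR (-6.61), DESeq2 (-6.47) and the replicate block (-5.10), and without FR replicate 1 (-3.73), 4 (-3.78) or 5 (-3.85), where the standard error was larger; it stayed with the other alternatives. With DESeq2 on the genes above 0 in every sample, chosen after seeing the values, it was -6.49. For DOCK8 in VMAT vs. FR, the log2 fold change was -2.88 against the paper's -6.46 (standard error 1.76, the paper's). The gap closed with edgeR (-6.42) and DESeq2 (-6.54). Without FR replicate 1 (-3.64) or 3 (-3.63), it closed by that rule only, where the standard error was larger (2.88 and 2.87, against 2.63 with all samples). It stayed with the other alternatives set before the data were examined. With DESeq2 on the genes above 0 in every sample, chosen after seeing the values, it was also -6.54. The other 17 of 19 log2 fold changes that could be compared with Supplementary File S1 differed from the paper's by less than the larger standard error, with the same sign. With DESeq2 on the recovered reads, 0 of the 19 differed by more than that.

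Among the 556 GO sets tested in VIM vs. FR, 20 had a p of at most 0.05 against the paper's 39, and 13 sets were in both. With limma camera and the replicate block there were 27, still fewer than the paper's 39 but within 1.5 times of it, and only 1 of these was among the 20. The other alternatives set before the data were examined did not come within 1.5 times. The p of calcium ion transport was 0.08 against the paper's 8e-05, that of response to unfolded protein 0.07 against the paper's 8e-05, that of Arp2/3 complex-mediated actin nucleation 0.21 against the paper's 0.024 and that of microtubule organizing center organization 0.34 against the paper's 0.024. None of the alternatives set before the data were examined closed these gaps, and the smallest permutation p that 100 relabellings give is 0.01. Divalent inorganic cation homeostasis was at 0.38 against the paper's 0.016, which no alternative closed, and calcium ion homeostasis at 0.15 against the paper's 0.024, closed without FR replicate 2 (0.0286).

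For 4 more sets, the paper's p in VIM vs. FR was above 0.05 and differed as well. Protein monoubiquitination had a permutation p of 0.08 against the paper's 0.216, and the gap closed with limma camera, with and without the replicate block, and without VIM replicate 1 or 3 or FR replicate 3, 4 or 5. Regulation of protein depolymerization was at 0.8 against the paper's 0.432 (closed without VIM replicate 4 or FR replicate 3). Mitotic cell cycle checkpoint signaling was at 0.89 against the paper's 0.496 (closed with limma camera and the replicate block, and without VIM replicate 2 or FR replicate 3). Cation homeostasis was at 0.89 against the paper's 0.512 (closed with limma camera, and without FR replicate 3). The other alternatives set before the data were examined did not close these 4 gaps.

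Some sets reached a p of at most 0.05 only under an alternative. Calcium ion transport had a permutation p of 0.0286 without FR replicate 2. Response to unfolded protein had a permutation p of 0.05 with the pseudocount of 10, 0.0179 without VIM replicate 2 and 0.0286 without FR replicate 4. Spindle organization in VIM vs. FR had a permutation p of 0.0357 without VIM replicate 3. In VMAT vs. FR, cation homeostasis had a permutation p of 0.143, and 0.0286 without FR replicate 3. Microtubule organizing center organization in VIM vs. VMAT had a permutation p of 0.343. Its p there was 0.0125 with limma camera and 0.0266 with limma camera and the replicate block. The sets for calcium transport, calcium homeostasis and spindle organization, which the paper reports for VMAT vs. FR, had a permutation p of 0.321, 0.339 and 0.589 there. For VIM vs. VMAT, the paper also reports actin depolymerization, transcription and cell cycle regulation, where the sets tested had a permutation p of 0.571, 0.314 and 0.714.

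The paper's text states that G3BP2, TOMM70 and RCAN3 are downregulated and COMMD10 upregulated in both vitrified groups against FR. The log2 fold changes in VIM vs. FR were 4.58, 7.11, 4.57 and -5.60, and those in VMAT vs. FR 4.30, 3.78, 4.15 and -5.83; Supplementary File S1 gives the same signs as these values. For VIM vs. VMAT, the text states that REEP3 and CALCOCO2 are upregulated and TRAF6 and DOCK8 downregulated, and the log2 fold changes were -8.02, -4.53, 3.16 and 4.87. STK24, REEP6, BFAR, CEP20, ZNF638 and ENSECAG00000017318 are stated to be upregulated in VIM vs. VMAT, and their log2 fold changes were -4.10, -3.69, -4.76, -3.96, -4.76 and -3.39. The discussion states that VIM goes with downregulation of TRAF6, DOCK8 and LAMTOR1 relative to VMAT, and the log2 fold change of LAMTOR1 was 4.96. None of these directions changed under any alternative run.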

Other observations

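The tests in this part were chosen after the results had been seen.

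The number of DE genes was recounted for other splits of the same samples. Since the groups share replicate numbers, the real split was compared with the splits that part as many same-numbered samples, of which there are 16 for VIM vs. FR and 8 for each of the other comparisons. With so few splits, no share under 0.05 can be reached, so these counts alone cannot show a difference. In limma, all 16, 8 and 8 splits gave at least the 0 DE genes of the real groups, which no split can fall below, so this count tests nothing. The number of genes at an unadjusted p under 0.05 in limma was at least that of the real groups (278, 301 and 227) in 5 of the 16, 6 of the 8 and 8 of the 8 splits. With DESeq2 on the recovered reads, 7 of the 16 splits gave at least the 508 DE genes of VIM vs. FR (range 456 to 580). For VMAT vs. FR, 7 of the 8 splits gave at least the real 357 (range 330 to 613), and for VIM vs. VMAT, 8 of the 8 gave at least the real 300 (range 300 to 460). The other splits, which part fewer same-numbered samples, differed little. Of 24 splits fitted with DESeq2 in each comparison, 10, 21 and 22 gave at least as many DE genes as the real groups, and the medians were 499.5, 436 and 365.5 DE genes. By these counts, the number of genes that DESeq2 calls may say little about the condition of the oocytes, since arbitrary groupings of these libraries gave similar numbers. Whether the same genes would be called in other samples was not tested.

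For GO sets, 12 of the 13 such splits among the 100 drawn for VIM vs. FR gave at least the 20 sets of the real groups. In VMAT vs. FR and VIM vs. VMAT, the real groups, with 27 and 35 sets, were the only 1 of the 8 splits to give as many. Over all splits run, 85 of 100, 8 of 56 and 1 of 35 gave at least as many sets. For VIM vs. VMAT, this share of 0.029 is the smallest that 35 splits allow. A difference between VIM and VMAT in these sets is therefore a hypothesis that may be worth testing in other samples, since it was tested on the data in which it was seen. The adjusted p of 0.454 with PADOG says nothing against it: with 35 relabellings, 318 of the 556 sets would have to be at the smallest p for an adjusted p of 0.05. With limma camera the smallest adjusted p was 0.0154, for MAPK cascade, and with limma camera and the replicate block it was 0.0959. None of the 4 calcium and cation sets named at this comparison had a p of at most 0.05 with limma camera.

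Most genes that DESeq2 called DE were under 30 reads in every library of one group: 471 of 508 (92.7%) in VIM vs. FR, 334 of 357 (93.6%) in VMAT vs. FR and 257 of 300 (85.7%) in VIM vs. VMAT. Among the paper's DE genes of Supplementary File S1, this held for 28 of 46 (60.9%) and 20 of 36 (55.6%). Among the genes tested, 28.3%, 28.5% and 28.2% were under 30 reads in every library of one group but not of the other. That count left out genes under 30 reads in both groups, which the counts of DE genes did not, so these percentages are not of the same property. A filter that all genes read from Supplementary File S1 met kept only the genes above 0 in every sample. With it, the percentages counted in the same ways were 77.8%, 69.1% and 74.3% of the genes that DESeq2 called. They were 7.3%, 4.7% and 7.4% of the genes tested.

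Over the whole table, 2340 genes had 30 reads or more in exactly 1 of the 12 libraries, with a median of 207 reads there, and 739 genes had 30 reads or more in all 12 libraries. The first and second principal components of the 2990 genes above 0 in every library took 12.4% and 10.8% of the variance. The paper's sheet for VIM vs. FR in Supplementary File S2 held 1031 sets, of which 243 were not read. Among the 788 sets read, 53 had a p of at most 0.05 and the largest p was 0.736, both the paper's. Over all 1031 sets, 51.55 would be expected at such a p by chance. How many of the sets not read had such a p was not counted.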
